# Gallic acid chemoprevention of oral carcinogenesis is associated with HSD11β2 upregulation and immune remodeling

**DOI:** 10.1038/s41598-026-50700-1

**Published:** 2026-04-27

**Authors:** Puja Upadhaya, Felipe F. Lamenza, Ravi Ramalingam, Kishan Kumar Nyati, Sushmitha Jagadeesha, Suvekshya Shrestha, Reegan Kehres, Natalie Kazmierowicz, Sonali Dasari, Shaheer Masood, Peyton Roth, Hasan Pracha, Steve Oghumu

**Keywords:** Gallic acid, Head and neck squamous cell carcinoma, Chemoprevention, 11β-hydroxysteroid dehydrogenase type 2, Glucocorticoids, Immune modulation, 4-nitroquinoline-1-oxide, Cancer, Cell biology, Oncology

## Abstract

Naturally derived phytochemicals such as gallic acid (GA) exhibit multitargeted anticancer properties and favorable safety profiles, yet the molecular mechanisms underlying their chemopreventive effects in head and neck squamous cell carcinoma (HNSCC) remain incompletely defined. Using a 4-nitroquinoline-1-oxide (4NQO)-induced oral carcinogenesis mouse model, we evaluated GA’s effects on tumor progression, immune modulation, and stress-hormone-related pathways. Phenotypic outcomes were assessed by histopathology, proliferation markers, and in vitro cytotoxicity assays. Transcriptomic changes were profiled by RNA sequencing, pathway enrichment and validation using RT-qPCR, Western blotting, ELISA, and flow cytometry. GA selectively inhibited proliferation of HNSCC cell lines (CAL27, SCC83) while sparing normal oral epithelial cells (TE1177). In vivo, GA reduced tumor burden and histopathologic severity without affecting body weight. RNA-seq analysis revealed coordinated modulation of immune and stress-response pathways, including upregulation of *Carmil2*, *Cd27*, and *Cd209d* and downregulation of *Fos*, *Pappa*, and *Hif1a*. GA increased HSD11β2 expression in vitro and in vivo and reduced cortisol in cAMP-stimulated HNSCC cells, findings consistent with reduced local glucocorticoid signaling. GA also increased IL-2 and decreased IL-10 in T cells, reduced monocytic MDSCs, and lowered PD-L1 on pro-inflammatory macrophages. Together, these findings identify HSD11β2/glucocorticoid metabolism as a potential axis associated with GA-mediated oral cancer chemoprevention.

**Supplementary Information:**

The online version contains supplementary material available at 10.1038/s41598-026-50700-1.

## Introduction

Cancer remains one of the foremost causes of morbidity and mortality worldwide, accounting for an estimated 9.6 million deaths annually^1^. Despite significant progress in understanding carcinogenesis and developing targeted therapies, the clinical effectiveness of conventional chemotherapeutic agents is often limited, primarily due to the emergence of chemoresistance and systemic toxicity^2,3^. To overcome these limitations, conventional agents are frequently administered at high doses to achieve therapeutic efficacy. However, this approach not only increases the risk of severe adverse effects but also activates compensatory survival mechanisms within tumor cells, ultimately leading to treatment failure^4,5^. It is well established that therapies targeting only one or a few pathways are insufficient for long-term cancer control, given the multifactorial nature of tumor progression and resistance^5,6^. As a result, recent research has increasingly focused on the development of multitargeted treatment strategies.

Naturally derived phytochemicals, plant-based compounds with broad spectrum biological activity have emerged as promising candidates in this domain. These agents can modulate multiple oncogenic and survival pathways simultaneously, often with reduced toxicity compared to synthetic drugs. Their chemosensitizing properties make them attractive for use in combination therapies aimed at enhancing the efficacy of standard treatments while minimizing adverse effects^7^. Among the malignancies actively being explored for phytochemical based interventions is head and neck squamous cell carcinoma (HNSCC), which arises from the mucosal epithelium of the oral cavity, pharynx, and larynx and represents one of the most common cancers in the head and neck region^8^. Despite advances in surgical resection, chemoradiotherapy, and immune checkpoint blockade with targeted therapies, the global 5-year survival rate for HNSCC remains at approximately 50–60%^8–11^. This limited prognosis is largely attributed to the biological and molecular heterogeneity of HNSCC, which is driven by diverse etiological factors, including tobacco use, alcohol consumption, and infection with high-risk human papillomavirus (HPV) strains^12–15^. Given these challenges, there is an urgent need to explore novel therapeutic strategies that are both effective and well tolerated.

Gallic acid (3,4,5-trihydroxybenzoic acid; GA) is a naturally occurring plant-derived polyphenol that has gained significant attention for its wide range of pharmacological properties, including its potential role in cancer prevention and therapy. GA is found abundantly in dietary sources such as berries, tea, and grapes^16–18^. Among dietary sources, black raspberries (BRBs; *Rubus occidentalis*) are particularly rich in ellagitannins, a class of hydrolyzable polyphenols that release both ellagic acid and GA during digestion^19^. BRBs have been reported to contain approximately 965.6 ± 2.9 mg of GA equivalents per gram, a significantly higher concentration compared to red raspberries (239.6–372.0 mg/100 g dry weight) and blackberries (226.0 mg/100 g)^19^. Previous studies by our group and others have demonstrated the high potential of BRBs and their phytochemicals as chemopreventive agents against a variety of cancers and inflammatory conditions^20–25^. These studies have shown that BRB administration not only reduces tumor burden in HNSCC but also modulates immune responses, alters metabolic and hormonal pathways, affects the expression of genes involved in oxidative stress and cancer progression, and attenuate glucocorticoid-mediated pro-tumorigenic signaling^21–25^. However, the specific bioactive compounds within BRBs responsible for these effects remain largely unidentified.

Over the years, GA has been reported to exhibit multiple biological activities, including potent pro-apoptotic^26^, anti-inflammatory^27^, and anticancer effects^28,29^. Supporting its role in cancer chemoprevention, in vivo studies have demonstrated the protective effects of GA against chemically induced carcinogenesis like colon cancer^30^ and prostate cancer^26,31^. GA not only has chemopreventive effects but also enhances immune checkpoint blockades by promoting T-helper-1-like Treg cells. In colorectal cancer, combining GA with anti-PD-1 reduces Treg function, downregulates Foxp3, boosts CD8^+^ T cell IFN-γ production, and limits tumor growth^32^. A recent study by Guimarães et al. (2023) provided evidence of GA’s protective effect in a 4-nitroquinoline 1-oxide (4NQO)-induced oral carcinogenesis model^33^. The study showed that GA treatment significantly reduced macroscopic tumor burden, decreased the incidence of oral squamous cell carcinoma (OSCC), and improved survival outcomes in mice exposed to 4NQO. Moreover, GA statistically lowered the histopathological grade of 4NQO induced lesions. However, the precise molecular mechanisms underlying these protective effects remain largely unexplored.

Given the chemopreventive potential of GA and the limited mechanistic understanding provided by existing in vivo studies, this work aims to elucidate the molecular pathways modulated by GA in oral carcinogenesis. Utilizing the well-established 4NQO mouse model of HNSCC, which closely mimics early events in human oral cancer development, we investigated the impact of GA on tumor progression, immune regulation, and local glucocorticoid metabolism. We further explored associated molecular mechanisms using transcriptomic profiling of tongue tissues from 4NQO induced GA treated and vehicle control mice. Understanding these pathways has the potential to reveal novel dietary-based strategies for cancer prevention and inform multitargeted approaches to overcome treatment resistance and improve patient outcomes.

## Methods

### Animals

Five-week-old C57BL/6 mice were purchased from The Jackson Laboratory and housed under standard laboratory conditions with a 12-h light/dark cycle, and free access to food and water. All animal procedures were conducted in accordance with the guidelines set by University Laboratory Animal Resources. At terminal sacrifice, mice were euthanized with compressed CO₂ using a regulator and flow meter, delivered into an uncharged chamber at 30–70% volume displacement per minute. CO₂ flow was maintained for ≥ 1 min after respiratory arrest, followed by cervical dislocation. The study protocol received approval from The Ohio State University Institutional Animal Care and Use Committee (Protocol #2018A00000054) and the Institutional Biosafety Committee.

### In vitro cell viability assay

Authenticated human oral cancer cell lines CAL27, SCC83 and the normal tongue epithelial cell line TE1177 were kindly provided by Dr. Weghorst. Cell viability was assessed using the MTT assay kit (ab211091). Cells were seeded in 96-well plates at a density of 5 × 10^3^ cells per well in DMEM supplemented with 10% FBS. After 24 h, cells were treated with GA at various concentrations (0, 12.5, 25, 50, 100, 200, 400, and 800 μM). After 24 h of treatment, the culture medium was replaced with 50 μl of serum-free medium and 50 μl of MTT solution (0.5 mg/ml). After a 3-h incubation at 37 °C, formazan crystals were dissolved in 150 μl MTT solvent, and absorbance was measured at 590 nm.

### HNSCC model

To induce oral carcinogenesis, mice were administered 4-nitroquinoline 1-oxide (4NQO; Sigma-Aldrich, St. Louis, MO, USA; Cat# N8141) in their drinking water at a concentration of 100 µg/mL. The solution was freshly prepared, protected from light in foil-wrapped bottles, and replaced every week. 4NQO exposure continued for 16 weeks, after which mice were provided regular drinking water until the time of terminal sacrifice. A total of 23 mice were used in this study, including 11 mice in the vehicle group and 12 mice in the GA-treated group.

Four weeks after the initiation of 4NQO exposure, mice were randomly assigned to receive either GA or vehicle control. GA (Sigma Aldrich, MO, USA; Cat# G7384) was prepared as a stock solution in DMSO, then diluted in a vehicle consisting of 0.5% methyl cellulose and 0.025% Tween-20. Mice in the treatment group received GA at 100 mg/kg body weight via oral gavage five times per week, while control animals received an equal volume of vehicle using the same schedule. Treatment continued until the day of terminal sacrifice.

Tongues of mice were collected at the end of the 4NQO experiment and examined for tumor formation. Tumor size and number were recorded. Macroscopic tumors were identified by visual inspection and photographed with a ruler included in the image for scale reference. Tumor area was quantified using ImageJ software based on the captured images. Only lesions visible to the naked eye were considered for macroscopic tumor quantification. Lesions that were not clearly visible macroscopically were further evaluated histologically using hematoxylin and eosin (H&E) staining to allow classification and characterization of benign and malignant lesions. Histopathological evaluation was used as the standard method for lesion classification. Due to the anatomical location and progression characteristics of lesions in the 4NQO oral carcinogenesis model, longitudinal measurements of tumor burden during the experimental period are generally not feasible; therefore, tumor burden was assessed at the study endpoint.

### Flow cytometry

Single-cell suspensions from lymph nodes and spleens were stained with fluorochrome-conjugated antibodies against CD3 (Cat#100216), CD4 (Cat#100414), CD8 (Cat#100734), PD-1 (Cat#135218), CTLA-4 (Cat#106310), TIGIT (Cat#156104), LAG-3 (Cat#125219), Ly6C (Cat#128041), Ly6G (Cat#127608), CD11b (Cat#101206), CD206 (Cat#141716), F4/80 (Cat#123132), and PD-L1 (Cat#124324), all from BioLegend (San Jose, CA, USA). For intracellular staining, cells were stimulated with PMA/ionomycin (BioLegend) for 6 h, followed by staining with granzyme B (Cat#372208), IFN-γ (Cat#505822), IL-2 (Cat#503833), and IL-10 (Cat#505034) antibodies. Data were acquired on a FACS Celesta flow cytometer (BD Biosciences, San Jose, CA), and analyzed using FlowJo software (FlowJo, Ashland, OR).

### Histology

Tongue tissues were fixed in formalin, embedded in paraffin, and stored in 70% ethanol following established protocols^24^. Tissue sections (5 µm) were stained with hematoxylin and eosin (H&E). For immunohistochemistry (IHC), staining was performed as previously described^34^ using antibodies against Ki-67 (Invitrogen, MA5-14520) and HSD11β2 (Proteintech, 14192–1-AP). The following day, a biotinylated goat anti-rabbit secondary antibody (Vector Labs, Newark, CA, USA; BA-1000) was applied. Areas with positive staining were quantified using ImageJ.

### ELISA

Competitive ELISA (R&D Systems) were performed to quantify cortisol (KGE008B) and corticosterone (KGE009) in culture supernatants and serum. Absorbance was measured at 450 nm and 540 nm using a SpectraMax 190 microplate reader (Molecular Devices, San Jose, California, USA).

### Western blot

Total protein was extracted from CAL27 and SCC83 cells from control and treatment groups using RIPA buffer supplemented with protease inhibitors. Twenty micrograms of protein were separated on a 10% SDS‑PAGE gel and transferred to PVDF membranes. Membranes were blocked with 5% milk for 1 h, then incubated with anti‑HSD11β2 (Proteintech, 14192–1-AP). HRP‑conjugated anti‑rabbit secondary antibody (Thermo Fisher Scientific, 31460) was applied, and detection was performed using ECL substrate. Band intensities were quantified using ImageJ.

For immunoblot analysis, membranes were cut prior to antibody incubation to allow separate probing of the target protein (HSD11β2) and the housekeeping protein (GAPDH) for each cell lysate (CAL27 and SCC83), thereby avoiding repeated stripping and reprobing of the same membrane. Blot images presented in the main figures were cropped for clarity to highlight the relevant bands. Uncropped images of the corresponding blot sections, including membrane edges where available, as well as images from all experimental replicates and additional exposure images, are provided in the Supplementary Figs. 1A-D and 2A-D.

### RT-qPCR

RNA was extracted with TRIzol, and cDNA was synthesized using the High‑Capacity cDNA Reverse Transcription Kit (Applied Biosystems). RT‑qPCR was conducted using SYBR Green Master Mix (Thermo Fisher) on a Bio‑Rad CFX384. Primers for HSD11β2 were designed using PrimerBank (https://pga.mgh.harvard.edu/primerbank/).

### RNA sequencing

Tongue samples from GA-treated and vehicle-treated 4NQO mice were processed for bulk RNA-seq. RNA quality was assessed by FastQC (v0.11.7). Reads were aligned to the *Mus musculus* reference genome (mm10) using HISAT2. Uniquely mapped reads were quantified at the gene level with featureCounts (Subread). Lowly expressed genes were filtered prior to normalization. Differential expression analysis was performed in edgeR (TMM normalization; quasi-likelihood framework)^35^, and genes with FDR < 0.1 and |log₂ fold change|≥ 0.58 were considered significant^36^. Gene Ontology enrichment was performed with clusterProfiler^37^.

### Statistics

For non‑omics experiments, data are presented as mean ± SE. Two‑tailed unpaired Student’s t‑tests were used for two‑group comparisons; Welch’s correction was applied when variances were unequal. Non‑parametric Mann–Whitney tests were used when normality assumptions were not met. A threshold of *p* < 0.05 was considered significant. For RNA‑seq, multiple‑testing correction used Benjamini–Hochberg FDR with a significance threshold of FDR < 0.1. Analyses were performed using GraphPad Prism (v8.0.2) and R (v4.0.2).

## Results

### Gallic acid inhibits HNSCC proliferation and reduces tumor burden

Given GA’s reported anticancer properties, we first assessed its cytotoxicity against oral cancer cells and its selectivity for malignant versus normal epithelial cells. In vitro viability assays showed that GA significantly reduced viability of CAL27 and SCC83 oral cancer cell lines in a dose-dependent manner at concentrations as low as 12.5–100 μM, while TE1177 normal oral epithelial cells exhibited minimal cytotoxicity under the same conditions (Fig. 1A).

**Fig. 1:**
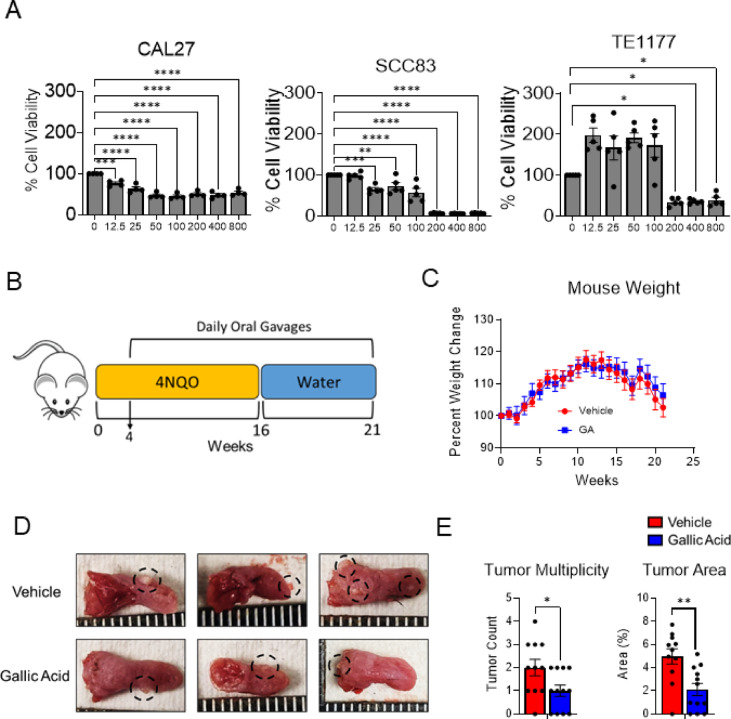
Gallic acid reduces HNSCC tumor burden in vitro and in vivo. (**A**) Bar graph showing the percentage of cell proliferation in CAL27, SCC83, and TE1177 cell lines treated with increasing concentrations of GA (0, 12.5, 25, 50, 100, 200, 400, and 800 µM), as measured by MTT assay. (**B**) Schematic representation of the 4NQO-induced oral carcinogenesis mouse model, with GA administration (100 mg/kg) beginning at week 4 of 4NQO exposure. (**C**) Weekly measurement of percent body weight change in mice treated with vehicle or GA throughout the study duration. (**D**) Representative images of excised tongues from each group at endpoint; tumor regions are circled with black dotted lines. (**E**) Quantification of tumor multiplicity and tumor area at terminal sacrifice in mice treated with vehicle or GA. Data are presented as mean ± SE * *P* < 0.05; ** *P* < 0.01; *** *P* < 0.001; and **** *P* < 0.0001.

To determine whether these effects translate in vivo, we utilized the 4NQO-induced oral carcinogenesis mouse model (Fig. 1B), which closely mimics early events in human oral cancer development. GA was administered at 100 mg/kg via oral gavage five times per week. Tumor development was observed in 10 out of 11 mice (91%) in the vehicle group and 8 out of 12 mice (67%) in the GA-treated group. GA-treated mice displayed a marked reduction in tongue tumor multiplicity and tumor area compared to vehicle controls (Fig. 1D-E). Importantly, GA administration did not affect body weight throughout the study, indicating good tolerability (Fig. 1C).

### Gallic acid reduces histopathological severity and cellular proliferation

To evaluate whether GA alters the progression of oral lesions at the histological level, we examined tongue tissues for lesion severity and proliferation markers. Histological analysis revealed that GA-treated mice predominantly exhibited hyperplasia and mild dysplasia, whereas vehicle-treated mice developed invasive squamous cell carcinoma (Fig. 2A–B). Immunohistochemical staining for Ki-67 demonstrated significantly lower proliferation marker expression in GA-treated lesions compared to vehicle treated controls (Fig. 2C–D), supporting GA’s role in suppressing tumor cell proliferation.

**Fig. 2:**
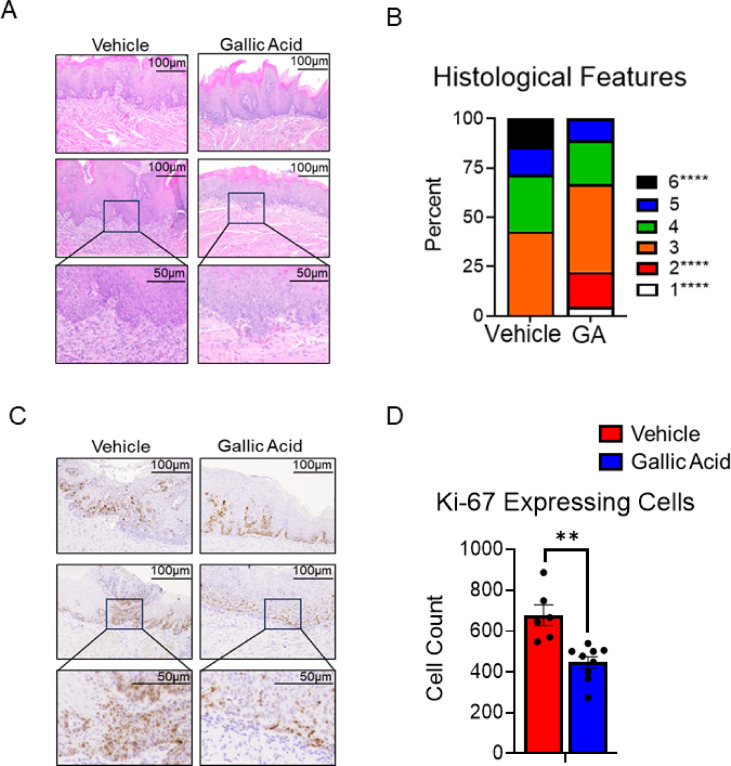
Gallic acid reduces histopathological severity and cellular proliferation in 4NQO-induced oral lesions. (**A**) Representative H&E-stained sections of tongue tissues from mice treated with either vehicle or GA, shown at 100 × and 200 × total magnification. (**B**) Bar graphs show the distribution (%) of the most histologically advanced lesions in each group. Lesions were classified as hyperplasia (1), mild dysplasia (2), moderate dysplasia (3), high-grade dysplasia (4), carcinoma in situ (5), or squamous cell carcinoma (6) in mice treated with vehicle or GA. (**C**–**D**) Representative images and quantitative analysis of Ki-67 immunohistochemical staining in tongue tissues from vehicle and GA treated mice at 100 × and 200 × magnification. Positive staining was assessed from at least five randomly selected fields per sample. Data are presented as mean ± SE. ** P < 0.01; ****P < 0.0001.

### Gallic acid induces distinct transcriptional changes in immune regulation and stress response

To uncover molecular pathways underlying GA’s chemopreventive effects against HNSCC, we performed RNA sequencing on tongue tissues from GA-treated and control mice. 

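The deposited RNA-seq data hold 6 libraries of tongue tissue from vehicle-treated mice and 6 from GA-treated mice, with 1 library for each label. Each library was taken as 1 mouse, since the labels give replicate numbers but no animal identifiers. Mice had received the carcinogen 4NQO at 100 µg/mL in drinking water for 16 weeks, and GA was gavaged at 100 mg/kg 5 times per week from week 4. The authors aligned reads to mm10 with HISAT2 and counted uniquely mapped reads per gene with featureCounts. They deposited FPKM values, in which reads are already divided by library total and gene length. Low FPKM values were whole multiples of the value of a single read, so library totals could be recovered from them with the exon lengths of GENCODE release M21. Between 98.5% and 98.9% of the low values of a library came out as whole reads. Totals ranged from 18040171 to 21770346 reads in the vehicle group (median 21129619) and from 21237167 to 25192493 reads in the GA group (median 23684392). Rows without a gene name were left out. The 12 libraries were scaled by a trimmed mean of log ratios, and scaling factors lay between 0.896 and 1.07. Genes with a mean of at least 0.1 FPKM (16852 genes) were compared with limma on log2(FPKM + 0.1), a scale that understates the change of low genes. As in the methods of the paper, a gene was called at a Benjamini-Hochberg adjusted p below 0.1 and an absolute log2 fold change of at least 0.58.
Both groups held libraries of both sexes, in unequal numbers. Reads on the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty were present in vehicle libraries 1 to 4 and in GA library 1, with 3345 to 4535 reads per library. The other 7 libraries had 0 such reads and 7789 to 19147 reads on Xist, the RNA of the inactive X chromosome, against at most 10 in the first 5. Thus 4 of 6 vehicle libraries and 1 of 6 GA libraries carried Y-linked reads (Fisher's exact test, two-sided p = 0.242). The paper's text does not give the sex of the mice. A fit with the presence of Y-linked reads as a covariate (the sex term), chosen after the data were seen, is therefore given beside the comparison of the groups. Lipf, a lipase of tongue glands, reached 20090 and 8765 FPKM in vehicle libraries 3 and 5 and 25476 FPKM in GA library 2, and at most 0.508 FPKM in the other 9.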

Hierarchical clustering and volcano plots revealed distinct gene expression profiles between groups (Fig. 3A-B). 

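Over all 16852 tested genes, group membership accounted for 6.87% of the squared Euclidean distance between libraries. The pseudo-F of this separation was 0.737, and 343 of the possible splits of the libraries into 6 and 6 gave a value as large (exact permutation test, p = 0.742). The lowest p among the alternative settings was 0.390, reached without GA library 6. The first principal component (28.7% of variance) set apart the 3 libraries with high Lipf, and the second held 19.6%. Neither differed between the groups (exact permutation tests, p = 0.690 and 0.385). Clustering on all tested genes left 5 libraries out of place when divided into 2 clusters. Fig. 3A shows the top 100 genes. When the 100 genes with the smallest p were chosen here, complete-linkage clustering placed all 12 libraries with their own group, as did average and Ward linkage. Of these 100 genes, 38 were higher and 62 lower with GA, and each had an adjusted p of 0.9995 in limma. The same choice of 100 genes was repeated for 100 splits of the libraries, the real one included, and 95 of them were also separated with no library out of place.

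**Figure D1:**
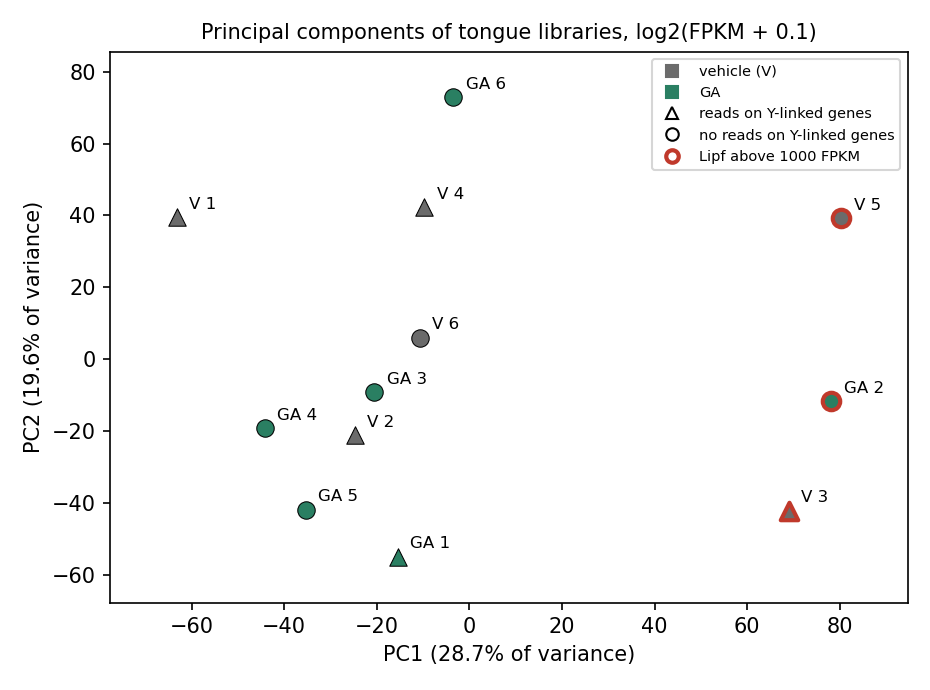
Principal components 1 and 2 of log2(FPKM + 0.1) over all tested genes, 1 point per library. Color gives the group, triangles mark libraries with reads on Y-linked genes, and red rims mark the 3 libraries with Lipf above 1000 FPKM, which lie apart on the first component.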

Differential expression analysis identified significantly modulated genes (log₂ fold change ≥ 0.58, FDR < 0.1), which clustered into immune regulation, stress response, and metabolic adaptation pathways. 

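With limma, 0 of 16852 genes had an adjusted p below 0.1, and the smallest adjusted p was 0.9995. At an unadjusted p below 0.05 there were 367 genes, or 2.18% of those tested, where an even spread of p-values gives 5%. The setting that moved the count most was the use of unadjusted p-values below 0.1 with the same fold change limit, which gave 335 genes, 144 higher and 191 lower with GA. With the sex term, 0 genes had an adjusted p below 0.1, 459 had an unadjusted p below 0.05, and 648 met the unadjusted limits, of which 224 were also among the 335. Single libraries moved the count at the unadjusted limits, to 794 genes without vehicle library 3 (544 higher and 250 lower), 561 without GA library 2 (220 higher and 341 lower) and 867 without GA library 6 (557 higher and 310 lower), and without GA library 5 there were 304 (154 higher and 150 lower). The side with more genes thus changed without vehicle library 3, GA library 5 or GA library 6, and also with a gland term (243 higher and 192 lower) or a neutrophil term (190 higher and 175 lower), the mean log2 level of gland or neutrophil genes as a covariate, both chosen after the data were seen. Without vehicle library 4, 1 gene was called, the small RNA gene Gm25290, which had 0 to 5 reads per library and is named here after its values were seen. On simulated values with the spread of these genes, the same test called 131 of 200 genes changed by a log2 fold change of 1, and 189 of 200 changed by 2. The changed genes were drawn from those with a mean of at least 1 FPKM, and the simulated noise was independent between genes. Changes smaller than 1, and changes of lower genes such as Carmil2 and Cd27, were not simulated. Among genes with a mean of at least 1 FPKM, the smallest p-values belonged to Gm11826, Pdxk, Samd1, Mir8099-2 and Mrpl23 on the higher side and to Etv6, Stfa2, Degs2, Crabp1 and Rhbdl2 on the lower side. Etv6 (chromosome 6 of GRCm38, 134035700 to 134270158) fell by 0.50 on the log2 scale (standard error 0.11, adjusted p = 0.9995 in limma) and was below the vehicle median in 6 of 6 GA libraries. Pdxk rose by 0.41 (standard error 0.12) and was above the vehicle median in 6 of 6, but 39.0% of its exon bases overlap a gene on the other strand, and the strand setting of the counting is not stated. Stfa2 belongs to a family of similar genes and Gm11826 is a processed pseudogene, so their reads are uncertain. Gene Ontology enrichment was not analysed here.

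**Figure D2:**
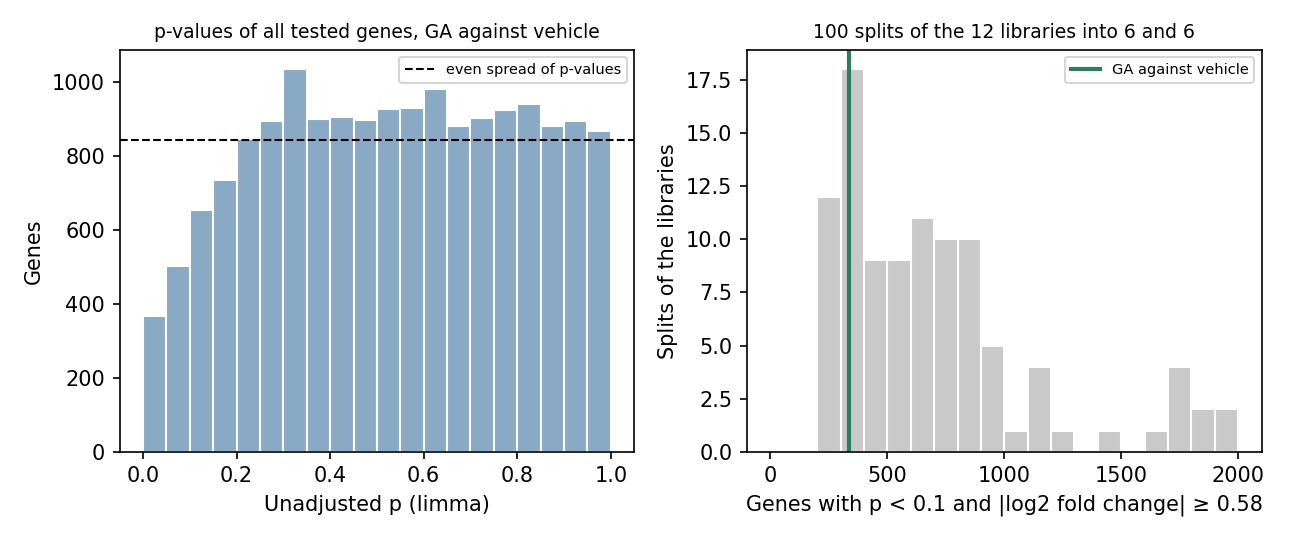
Left, number of genes by unadjusted limma p in bins of equal width, with a dashed line for an even spread. Right, number of genes at the unadjusted limits for 100 splits of the 12 libraries, with GA against vehicle (335 genes) as a green line.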

RNA-seq revealed coordinated changes in immune related and stress response programs following GA treatment. 

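Programs were compared with 17 lists of marker genes, each scored as the mean log2 level of its genes in a library. With limma's camera and a preset correlation of 0.01, 9 lists had an adjusted p below 0.05. None of these calls held under fry (lowest adjusted p 0.570, lowest unadjusted p 0.102) or with estimated correlations (lowest adjusted p 0.404, lowest unadjusted p 0.0714). The T cell list (18 genes tested) had a median log2 fold change of 0.045 (camera adjusted p = 0.427) and was above the vehicle median in 3 of 6 GA libraries. The cytotoxic lymphocyte list had a median of 0.021 (adjusted p = 0.0553), the B and plasma cell list 0.092 (0.108), the myeloid list -0.12 (0.427) and the interferon response list 0.018 (0.663). Despite this positive median, camera placed the interferon response list lower with GA (score difference -0.119), as it also did without vehicle library 1. The neutrophil list had the largest shift, with 12 of 12 genes lower and a median of -0.89 (camera adjusted p = 0.000366), but its score varied within groups by an SD of 2.04 with vehicle and 1.24 with GA (exact permutation test over 6 and 6 libraries, p = 0.240). Among stress lists, 18 of 20 immediate early genes were lower, with a median of -0.25 (camera adjusted p = 9.11e-05, exact permutation p of the score 0.173, n = 6 per group). The oxidative stress list of NRF2 targets had a median of -0.14 (camera adjusted p = 0.0544) and the hypoxia list -0.040 (0.650). The call of the neutrophil list was lost without vehicle library 5 (adjusted p = 0.0558). Without 1 library, other lists passed 0.05, with the lowest adjusted p at 0.0487 for T cells (without vehicle library 6), 0.0116 for cytotoxic lymphocytes and 0.00302 for NRF2 targets (both without GA library 4), 0.00789 for myeloid cells (without GA library 1), 0.00211 for the interferon response (without vehicle library 1) and 0.0267 for hypoxia (without GA library 6). The T cell, cytotoxic lymphocyte, hypoxia and NRF2 lists each hold 1 gene, and the immediate early list 2 genes, that the study named from these libraries. No list score differed between the groups in the exact permutation test after adjustment over the 17 lists (lowest adjusted p = 0.583).

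**Figure D3:**
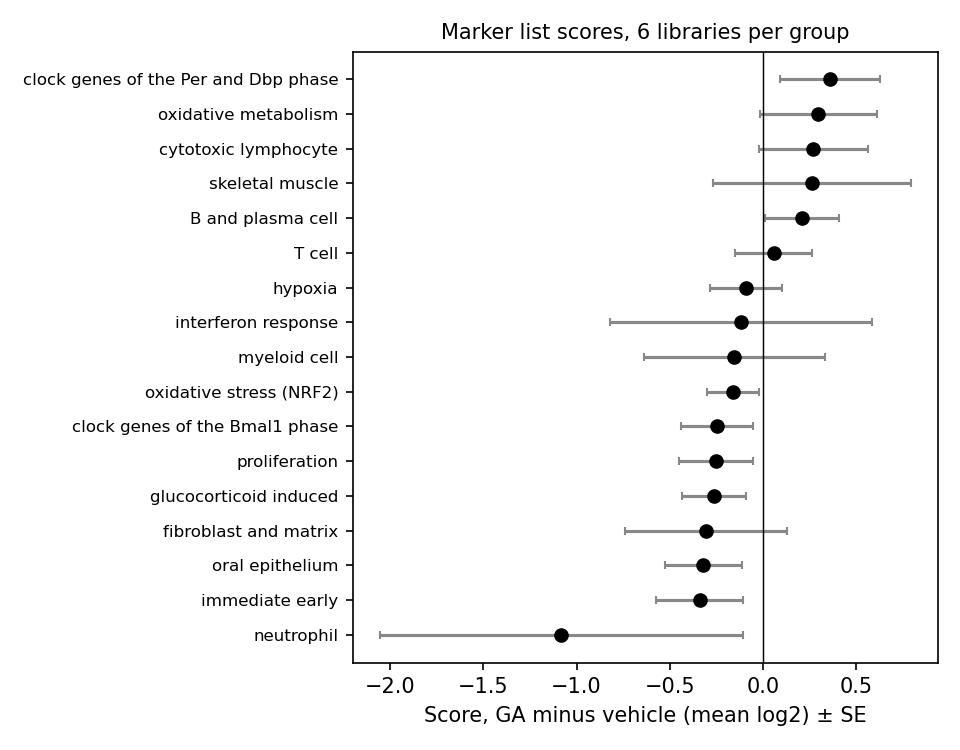
Difference in mean log2 level of each of 17 marker lists between 6 GA and 6 vehicle libraries, with bars of 1 standard error of the difference. The neutrophil list has the largest difference and the widest error.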

Immune/costimulatory features included upregulation of *Carmil2*, *Cd27*, *Cd209d*, *Gzmm*, and *Rhoh* genes associated with T cell costimulation and immune effector activity (Fig. 3B-C). Conversely, multiple stress responsive and immediate early genes, including *Fos*, *Dusp1*, *Hmox1*, *Hif1a*, *Adam8*, *Areg*, *Has2*, and *Ptgs1*, were downregulated, along with additional remodeling associated genes such as *Pappa*, *Ccdc88b*, and *Jak2* (Fig. 3B and D). 

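All 5 genes had higher mean levels with GA, and the 4 that passed the expression filter each had an adjusted p of 0.9995 in limma. Values are scaled FPKM with SD and n = 6 per group. Gzmm (chromosome 10 of GRCm38, 79689020 to 79695261) rose from 0.703 ± 0.463 to 1.38 ± 0.306, a log2 fold change of 1.07 (standard error 0.35). It was above the vehicle median in 6 of 6 GA libraries (exact permutation test, two-sided p = 0.0216). Carmil2 (chromosome 8, 105686274 to 105698187) rose from 0.103 ± 0.0321 to 0.177 ± 0.0444, a log2 fold change of 0.44 (standard error 0.22), below the limit of 0.58. It was above the vehicle median in 6 of 6 GA libraries (exact permutation p = 0.0152). These values rest on 7 to 18 reads per vehicle library and 14 to 33 per GA library, and 22.0% of the exon bases of Carmil2 overlap Acd on the other strand. Cd27 (chromosome 6, 125232622 to 125237010) had a log2 fold change of 0.62 (standard error 0.41), from 1 to 13 reads with vehicle and 3 to 24 with GA (exact permutation p = 0.160). Among the 7 libraries without Y-linked reads, 2 vehicle and 5 GA, its difference was -0.21. Cd209d (chromosome 8, 3871824 to 3878555), a member of a family of similar lectin genes, had a log2 fold change of 1.02 (standard error 0.54) and an exact permutation p of 0.121. Rhoh (chromosome 5, 65861213 to 65896700) averaged 0.0621 ± 0.0376 with vehicle and 0.121 ± 0.0657 with GA, below the filter of 0.1 FPKM over all libraries, and was not tested with limma at this setting. Its mean difference was 0.43 on the log2(FPKM + 0.1) scale (exact permutation p = 0.0844), and 0.93 with a pseudocount of 0.01.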

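All 11 genes had lower mean levels with GA, with an adjusted p of 0.9995 for each in limma, and 6 of them had an exact permutation p below 0.05. Fos (chromosome 12 of GRCm38, 85473890 to 85477273) fell from 16.2 ± 10.7 scaled FPKM with vehicle to 6.14 ± 5.65 with GA (SD, n = 6 each). Its log2 fold change of -1.54 (standard error 0.55) had an exact two-sided permutation p of 0.0346, and 5 of 6 GA libraries were below the vehicle median. Vehicle library 4 had the highest Fos value, 34.2, and GA library 2 had 16.8. Dusp1 (chromosome 17, 26505590 to 26562128) fell from 33.1 ± 15.3 to 17.4 ± 3.97, a log2 fold change of -0.82 (standard error 0.28), with 6 of 6 GA libraries below the vehicle median (exact permutation p = 0.0216, n = 6). Hif1a (chromosome 12, 73901375 to 73947530) fell from 82.0 ± 29.5 to 48.9 ± 27.6, a log2 fold change of -0.86 (standard error 0.37, exact permutation p = 0.0736, n = 6), and 8.11% of its exon bases overlap other genes. The log2 fold changes of Hmox1, Adam8, Areg and Has2 were -0.64, -0.76, -1.15 and -0.74, with exact permutation p-values of 0.0931, 0.190, 0.0844 and 0.169. With 1 library left out, Hmox1 ranged from -0.76 to -0.43 and Adam8 from -1.01 to -0.47. Areg then ranged from -1.37 to -0.87 and Has2 from -1.07 to -0.47. The log2 fold changes of Ptgs1, Pappa and Ccdc88b were -0.59, -0.68 and -0.61, with exact permutation p-values of 0.0346, 0.0325 and 0.0498. They ranged from -0.70 to -0.44, -0.79 to -0.52 and -0.79 to -0.49 with 1 library left out. Apart from Areg, each of these genes fell below the fold change limit in at least 1 such fit. Jak2 (chromosome 19, 29251828 to 29313080) fell by 0.37 on the log2 scale (standard error 0.12), below the fold change limit, and was below the vehicle median in 6 of 6 GA libraries (exact permutation p = 0.0152). All 11 changes were smaller when the level of the neutrophil list was a covariate (the neutrophil term), a fit chosen after the data were seen, with Areg at -0.75 and Adam8 at -0.25. The drop was slight for Ptgs1 (-0.59 with and without the term) and for Pappa (-0.68 to -0.64).

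**Figure D4:**
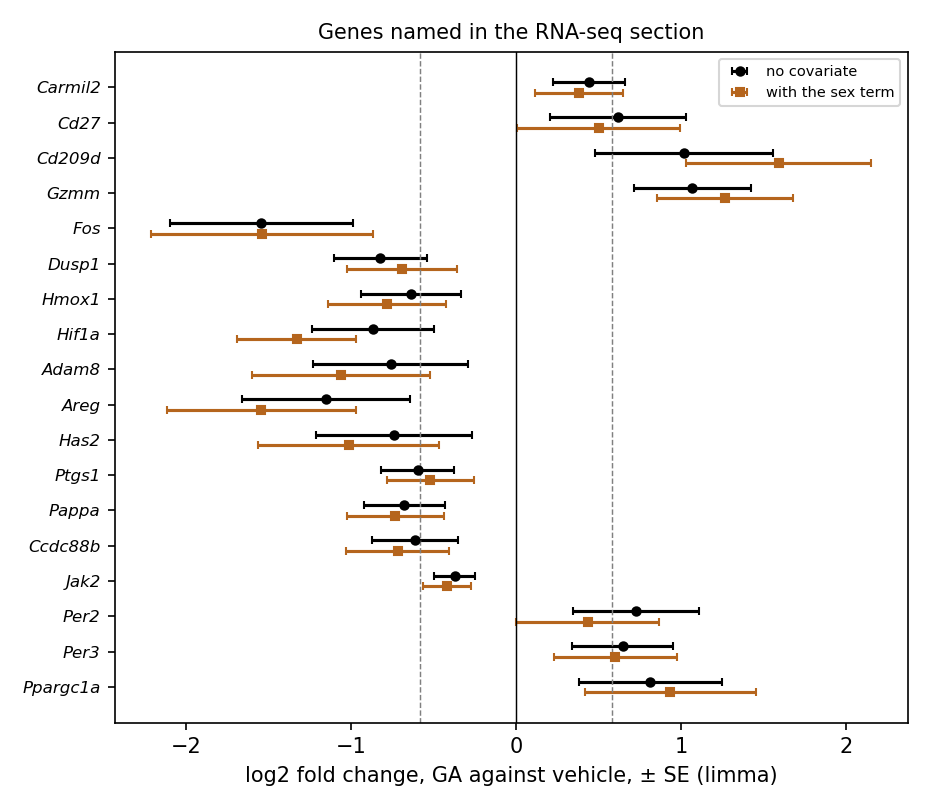
Log2 fold change with standard error (limma, 6 libraries per group) of the 18 tested genes named in the RNA-seq section, without a covariate (circles) and with the sex term (squares). Dashed lines mark ±0.58, and no gene changes sign with the sex term.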

Circadian/metabolic regulators (*Per2*, *Per3*, *Ppargc1a*) were upregulated (Fig. 3B), suggesting a shift toward a less stress reactive transcriptional state. Collectively, these transcriptomic changes suggest that GA promotes immune activation while suppressing stress-induced pro-tumorigenic signaling, potentially contributing to its chemopreventive effects.

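Mean levels of the 3 genes were higher with GA, each with an adjusted p of 0.9995 in limma. Per2 (chromosome 1 of GRCm38, 91415982 to 91459324) was at 1.12 ± 0.372 scaled FPKM with vehicle and 2.26 ± 1.86 with GA (SD, n = 6 each), a log2 fold change of 0.73 (standard error 0.38, exact permutation p = 0.0996). GA library 4 had 5.90 and the other GA libraries 0.826 to 2.45, and without GA library 4 the log2 fold change was 0.40. With the sex term the log2 fold change of Per2 was 0.43, and among the 7 libraries without Y-linked reads it was 0.84. Per3 (chromosome 4, 151003652 to 151044665) had a log2 fold change of 0.65 (standard error 0.31) and Ppargc1a (chromosome 5, 51454250 to 51567726) one of 0.81 (standard error 0.43). Both were above the vehicle median in 5 of 6 GA libraries (exact permutation p = 0.0714 and 0.117). In the list of clock genes of the Per and Dbp phase, 8 of 10 genes were higher (median log2 fold change 0.48, camera adjusted p = 0.000794), and in the list of the Bmal1 phase 4 of 5 were lower (median -0.25, camera adjusted p = 0.0373). The oxidative metabolism list had 14 of 15 genes higher (median 0.27, camera adjusted p = 0.000366). With the neutrophil term, the adjusted p of the Per and Dbp phase and of oxidative metabolism was 0.0742 each, and that of the Bmal1 phase 0.151. The call of the Bmal1 phase was also lost without GA library 4 (adjusted p = 0.183) and in 5 other fits that left out 1 library. The Per and Dbp list holds 2 genes, and the oxidative metabolism list 1 gene, that the study named from these libraries. None of the 3 list scores differed in the exact permutation test over 6 and 6 libraries (p = 0.212, 0.240 and 0.364). The oxidative metabolism and skeletal muscle scores were both lowest in vehicle library 1 (4.16 and 5.27) and highest in vehicle library 3 (5.69 and 8.48). With the skeletal muscle score as a covariate, the oxidative metabolism list kept its call (camera adjusted p = 0.00109). The muscle list itself also kept its call in that fit (0.00486), so muscle content and a metabolic change were not told apart.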

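The study chose the 19 genes named in this section on the same 12 libraries. Agreement with its directions and fold change limit is therefore not independent evidence. Of these genes, 19 had a mean difference in the direction the paper reports, and 16 of the 18 tested reached the absolute log2 fold change of 0.58. This number was 9 with a pseudocount of 1, 17 with a pseudocount of 0.01, 13 with the sex term, 10 with the neutrophil term, 11 without vehicle library 4 and 12 without vehicle library 5 or GA library 4. With the sex term, 18 of 18 tested genes kept their direction, and in the 7 libraries without Y-linked reads 17 of 18 did. From these transcriptomic changes as a whole, the paper proposes that GA activates immunity while it lowers stress-driven, tumor-promoting signals, and that this potentially contributes to chemoprevention.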

**Fig. 3:**
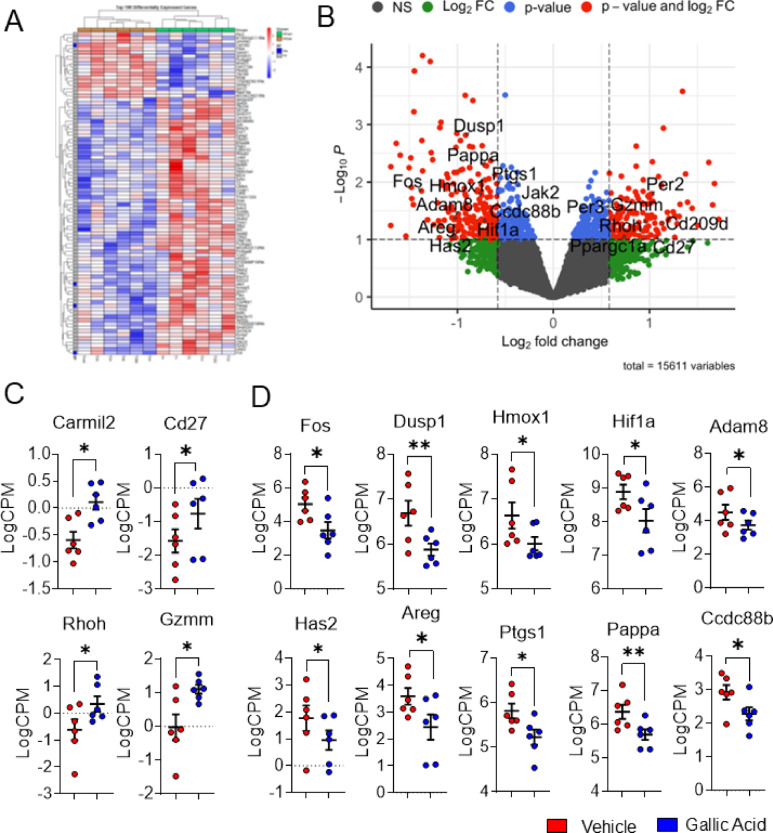
Gallic acid induces differential regulation of immunoregulatory genes in mouse tongue tissue. (**A**) Hierarchical clustering and heatmap of the top 100 significantly differentially expressed genes between GA treated and vehicle treated mice. The color scale represents the log₂ fold-change values, with red indicating upregulation and blue for downregulation. (**B**) Volcano plot illustrates several immune-associated genes prominently highlighting differentially expressed genes. (**C**–**D**) Scatterplots of selected genes affected by GA treatment. Genes associated with immune regulation are shown, with *Carmil2*, *Cd27*, *Gzmm* and *Rhoh* markedly upregulated, whereas *Fos*, *Dusp1*, *Hmox1*, *Hifa*, *Adam8*, *Has2*, *Areg*, *Ptgs1*, *Pappa*, and *Ccdc88b* are significantly downregulated in the GA treatment group.

### Gallic acid upregulates HSD11β2 and reduces glucocorticoid activity

Given the observed changes in stress response pathways as revealed by our RNA seq data, we examined whether GA affects local glucocorticoid metabolism, a central regulator of cellular stress signaling. Because prereceptor control of glucocorticoid signaling is governed by 11β hydroxysteroid dehydrogenases, particularly HSD11β2 which converts active cortisol (corticosterone in mice) to inactive cortisone (11 dehydrocorticosterone), we evaluated its expression following GA treatment.

In CAL27 and SCC83 cells, GA induced a dose dependent increase in HSD11β2 mRNA and protein expression (Fig. 4A-B, Supplementary Figs. 1 and 2). To functionally probe steroidogenic output under a defined stress like stimulus, we co-treated cells with cAMP, which augments steroidogenic signaling, and quantified cortisol in culture supernatants. GA reduced cortisol levels in cAMP stimulated conditions in both cell lines (Fig. 4C), consistent with enhanced inactivation of active glucocorticoids. Extending these observations in vivo, GA treated mice exhibited higher HSD11β2 immunoreactivity in tongue tumors and draining lymph nodes relative to vehicle controls, with a trend toward lower circulating corticosterone (Fig. 4D-F).

**Fig. 4:**
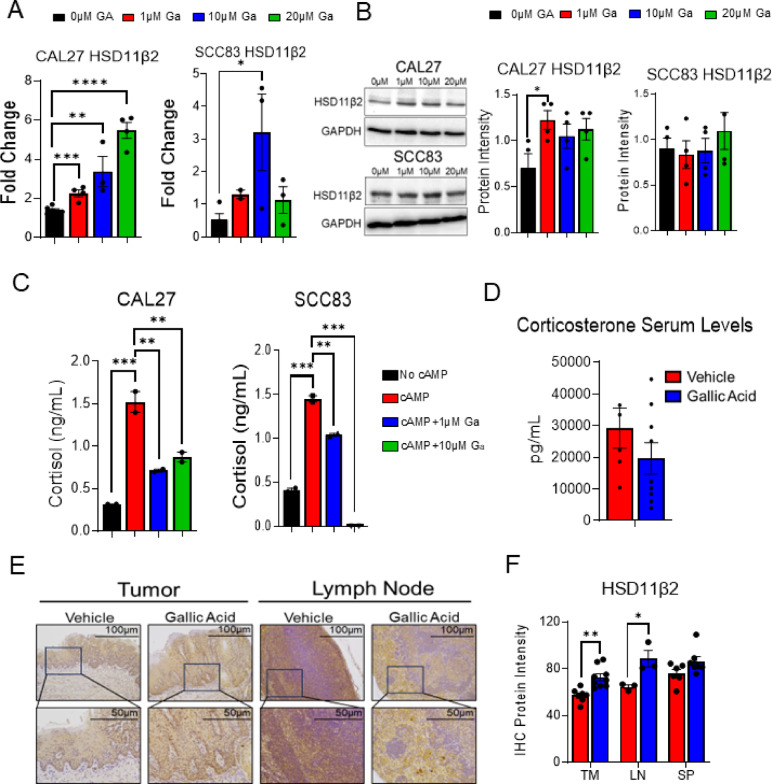
Gallic acid upregulates HSD11β2 expression in HNSCC in vitro and in vivo. (**A**) Gene expression levels of HSD11β2 in CAL27 and SCC83 HNSCC cell lines following treatment with increasing concentrations of GA (0, 1, 10, and 20 µM). (**B**) Representative Western blot images and corresponding densitometric analysis of HSD11β2 and GAPDH protein expression in CAL27 and SCC83 cells treated with 0, 1, 10, and 20 µM GA. Cropped blot images are shown for presentation clarity. Uncropped images of the corresponding membranes, including membrane edges where available, and images from all experimental replicates are provided in the Supplementary Figs. 1A-D and 2A-D. (**C**) Cortisol levels in the supernatants of CAL27 and SCC83 cells measured by ELISA following treatment with 0, 1, and 10 µM GA, with or without cAMP stimulation. (**D**) Serum corticosterone levels measured by ELISA in mice treated with vehicle or GA. (**E**–**F**) Representative immunohistochemistry images (100 × and 200 × magnification) showing HSD11β2 staining in tumors and lymph nodes from mice treated with vehicle or GA. Images were captured from at least five randomly selected fields per tissue. (**F**) Quantitative analysis of HSD11β2 IHC staining in tumors, lymph nodes, and spleens from both treatment groups. Data are presented as mean ± SE. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

Together with the stress pathway transcriptional profile, these data indicate that GA not only reprograms stress response gene expression but also lowers effective glucocorticoid signaling capacity via HSD11β2 upregulation, providing a coherent link between transcriptomic evidence of attenuated stress signaling and biochemical readouts of reduced glucocorticoid activity.

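In the tongue RNA-seq data, the list of 18 glucocorticoid-induced genes had 12 genes lower and 6 higher with GA. Its median log2 fold change was -0.26 (camera adjusted p = 0.00531). The 6 higher genes were Zbtb16 (0.49), Tsc22d3 (0.28), Cdkn1a (0.17), Fkbp5 (0.16), Klf9 (0.15) and Sesn1 (0.0072). Among the 12 lower, the largest falls were those of Angptl4 (-1.13), Lcn2 (-0.93) and Dusp1 (-0.82). The genes of the list thus did not move as a set. Its score differed by -0.261 between GA and vehicle, against an SD within groups of 0.279 with vehicle and 0.317 with GA (exact permutation test, n = 6 per group, p = 0.160). GA library 2 had the highest score of its group, 4.03, where the next was 3.41. The camera call was lost without GA library 6 (adjusted p = 0.128) and with the neutrophil term (0.120), and the list holds 1 gene, Dusp1, that the study named from these libraries.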

### Gallic acid enhances T cell effector potential without driving immune exhaustion

To determine whether GA modulates anti-tumor immunity during HNSCC, we analyzed T cell proliferation, effector function, and cytokine expression in secondary lymphoid organs. Flow cytometric analysis showed no significant differences in CD4⁺ or CD8⁺ T cell frequencies between GA-treated and control mice in the lymph nodes or spleen (Fig. 5A-B). However, functional profiling revealed increased IL-2 expression and reduced IL-10 production in lymph node T cells from GA-treated mice (Fig. 5C, F), consistent with enhanced effector priming. Granzyme B and IFN-γ levels in CD4^+^ and CD8^+^ T cells remained unchanged (Fig. 5D-E). Expression of immune checkpoint markers was largely stable, including PD-1, LAG-3 and TIGIT, except for a selective increase in CTLA-4 on CD4⁺ T cells in draining lymph nodes (Fig. 5G-J). These findings suggest that during HNSCC chemoprevention, GA enhances T cell effector potential without driving broad immune exhaustion.

**Fig. 5:**
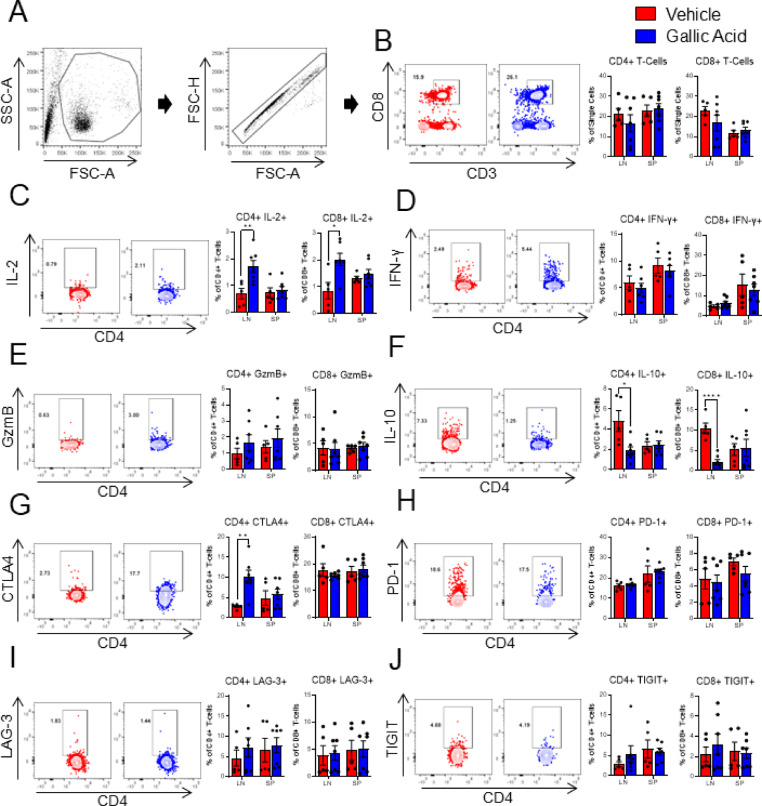
Gallic acid modulates T cell recruitment and co-inhibitory marker expression. (**A**) Representative flow cytometry plots and quantitative graphs depicting the percentages of various T cell subsets in the lymph nodes and spleens of mice treated with vehicle or GA. (**B**) Frequencies of CD3⁺CD4⁺ and CD3⁺CD8⁺ T cells. (**C**–**F**) Cytokine and effector molecule production, including IFN-γ (**D**), IL-2 (**C**), granzyme B (GzmB) (**E**), and IL-10 (**F**). (**G**–**J**) Expression of co-inhibitory receptors CTLA-4 (**G**), PD-1 (**H**), LAG-3 (**I**), and TIGIT (**J**). Data are presented as mean ± SE. *P < 0.05; **P < 0.01; ****P < 0.0001.

### GA modulates myeloid cell subsets and PD-L1 expression

To further characterize the immune microenvironment, we analyzed myeloid cell populations (Fig. 6A) and checkpoint ligand expression. GA treatment significantly reduced monocytic MDSCs (CD11b^+^Ly6G^-^Ly6C^hi^) in lymph nodes, while polymorphonuclear MDSCs (CD11b^+^Ly6G^+^Ly6C^lo^) remained unchanged (Fig. 6B). GA also increased pro-inflammatory macrophages (CD11b^+^F4/80⁺CD206⁻) without affecting M2-like macrophages (CD11b^+^F4/80⁺CD206^+^). Notably, PD-L1 expression was reduced on pro-inflammatory macrophages in tumor-draining lymph nodes (Fig. 6C-D). These findings are consistent with a model in which GA may reduce myeloid-driven immunosuppression during oral carcinogenesis.

**Fig. 6:**
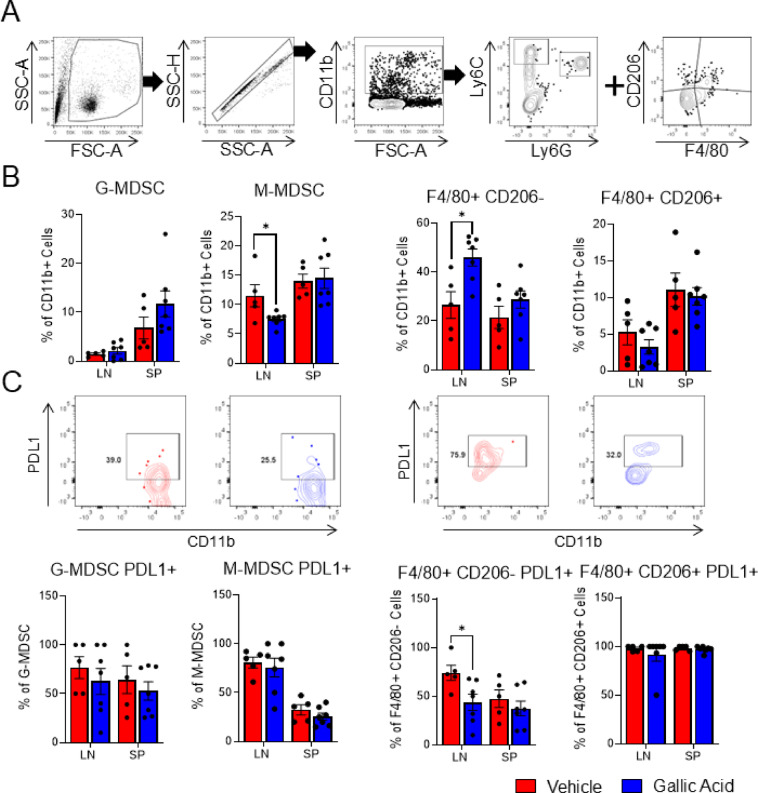
Myeloid cell population under gallic acid treatment. (**A**) Representative flow cytometric plots demonstrating gating strategy for G-MDSCs, M-MDSCs, F4/80 + CD206 + , and F4/80 + CD206- myeloid cell populations in the lymph nodes and spleens of cancer bearing mice. (**B**) Bar graphs depicting percentage of G-MDSCs, M-MDSCs, F4/80 + CD206-, and F4/80 + CD206 + myeloid cells in the lymph nodes and spleens of mice treated with vehicle or GA. (**C**–**D**) Representative flow plots and bar graphs of G-MDSCs, M-MDSCs, F4/80 + CD206 + , and F4/80 + CD206- myeloid cells expressing PD-L1 in the lymph nodes and spleens of mice treated with vehicle or GA. Data are presented as mean ± SE * *P* < 0.05.

## Discussion

This study demonstrates the chemopreventive potential of GA in HNSCC and provides mechanistic insights into the biological pathways associated with its activity. Using the 4NQO-induced oral carcinogenesis model, which closely recapitulates early events in human HNSCC^38^, we show that GA reduces tumor burden, suppresses histopathological progression, and enhances anti-tumor immunity without systemic toxicity. This work extends prior GA studies, which predominantly emphasized direct apoptotic and anti-inflammatory effects^26,28–31^, by identifying associations between GA treatment, immune remodeling, and HSD11β2/GC-related transcriptional shifts. It also integrates with earlier work showing that berry-derived phytochemicals modulate immune and hormonal axes in the oral mucosa^21–25^, and that GA may enhance responsiveness to immune checkpoint blockade in other tumor models^32^.

HNSCC remains a major clinical challenge due to tumor heterogeneity, chemoresistance, and treatment-related toxicity^8–11^. Conventional therapies often fail to achieve durable responses, underscoring the need for multitargeted strategies^5,6^. Phytochemicals such as GA offer broad-spectrum activity with favorable safety profiles^7,16–18^. Our findings confirm GA’s selective cytotoxicity toward oral cancer cells while sparing normal epithelial cells, consistent with prior studies in prostate and colon cancer models^26,30^. Importantly, GA’s ability to reduce tumor multiplicity and histological severity without affecting body weight supports its translational potential for long-term preventive use^39,40^.

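The 19 genes that the RNA-seq section names, Carmil2, Cd27, Cd209d, Gzmm and Rhoh among the immune genes, the 11 stress and remodeling genes Fos, Dusp1, Hmox1, Hif1a, Adam8, Areg, Has2, Ptgs1, Pappa, Ccdc88b and Jak2, and Per2, Per3 and Ppargc1a, were also taken as a list of their own. Adjusted over the list alone, 11 of the 18 tested genes had a limma p below 0.1, against 0 when adjusted over all genes tested, with 9 at an unadjusted p below 0.05. With the exact permutation test, 7 of the 19 genes had a p below 0.1 when adjusted over the list alone. The study chose these genes on the same 12 libraries, so neither count adjusted over the list is independent evidence. At an unadjusted limma p below 0.1 with the fold change limit, 13 of the 18 genes passed. Without vehicle library 4, 6 genes of the list passed, and without vehicle library 5, 8 did. With the neutrophil term 6 passed, with the gland term 10 and with the sex term 12.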

Transcriptomic analysis showed upregulation of co-stimulatory and immune-associated genes (*Carmil2*, *Cd27*, *Cd209d*, *Gzmm*, *Rhoh*) and broad downregulation of immediate-early and stress-response mediators (*Fos*, *Dusp1*, *Hmox1*, *Hif1a*, *Adam8*, *Areg*, *Has2*, *Ptgs1*, *Pappa*, *Ccdc88b*, *Jak2*), a pattern consistent with a more immune-supportive and less stress-reactive transcriptional landscape during GA exposure. Carmil2, a scaffold protein essential for CD28-mediated NF-κB signaling, plays a critical role in T cell co-stimulation and effector function^41,42^. Its induction by GA suggests enhanced T cell activation and improved immune surveillance. Flow cytometric analysis corroborated these findings, showing increased IL-2 expression and reduced IL-10 production, which collectively favor a pro-inflammatory, anti-tumor immune environment^43^. Notably, GA did not broadly alter checkpoint markers such as PD-1, LAG-3, or TIGIT, indicating that immune activation occurs without driving T cell exhaustion. The selective increase in CTLA-4 on CD4⁺ T cells may represent a physiological feedback mechanism to fine-tune heightened immune activation^44,45^.

GA also reshaped the myeloid compartment by reducing monocytic MDSCs and decreasing PD-L1 expression on pro-inflammatory macrophages, changes that likely diminish immunosuppressive signaling within the tumor microenvironment^46^. These findings align with emerging evidence that targeting myeloid-derived suppressor cells and checkpoint ligand expression can restore anti-tumor immunity in HNSCC^34^.

A major mechanistic insight from this study is GA’s ability to upregulate HSD11β2, an enzyme that inactivates glucocorticoids by converting cortisol to cortisone^47,48^. Glucocorticoids are widely used in cancer therapy to manage treatment-related toxicities, yet they can promote tumor progression and immune suppression^49^. Our data suggest that GA attenuates glucocorticoid-driven oncogenic signaling by enhancing HSD11β2 expression and reducing active cortisol/corticosterone levels. This represents a previously underexplored axis of chemoprevention and may have clinical implications for patients receiving exogenous glucocorticoids during HNSCC treatment.

By simultaneously modulating immune responses and glucocorticoid metabolism, GA addresses two critical pathways that contribute to HNSCC progression. These multitargeted effects position GA as a promising candidate for dietary-based chemoprevention and as a potential adjunct to conventional therapies. Given its abundance in commonly consumed foods such as berries and tea^16–19^, GA offers a practical and safe approach for population-level cancer prevention strategies.

Despite these promising findings, several limitations warrant consideration. While transcriptomic and immune profiling provide mechanistic insights, causal relationships between specific gene changes and phenotypic outcomes remain to be validated using genetic or pharmacologic approaches. Future studies should employ pharmacologic manipulation of glucocorticoid pathways or genetic perturbation (CRISPR or siRNA) strategies to confirm the role of HSD11β2 in mediating GA’s effects and assess long-term safety and efficacy in combination with standard therapies, particularly under conditions of exogenous glucocorticoid administration. Additionally, clinical trials will be essential to determine optimal dosing and bioavailability in humans.

In summary, GA shows chemopreventive potential in 4NQO-induced experimental HNSCC model and may involve complementary mechanisms including selective cytotoxicity, enhancement of anti-tumor immunity, and modulation of glucocorticoid signaling via HSD11β2 upregulation. These findings warrant further investigation to determine the potential role of GA in oral cancer prevention and therapy.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary Material 1

## Data Availability

The datasets generated and analyzed during the current study are available in the Gene Expression Omnibus (GEO) repository, GSE318223.

# Supplementary material for: Gallic acid chemoprevention of oral carcinogenesis is associated with HSD11β2 upregulation and immune remodeling
**Source:** Sci Rep. 2026 Apr 27;16:19285. doi: 10.1038/s41598-026-50700-1
**Supplement:** Supplementary file 1 — Supplementary Material 1

## Slide 1
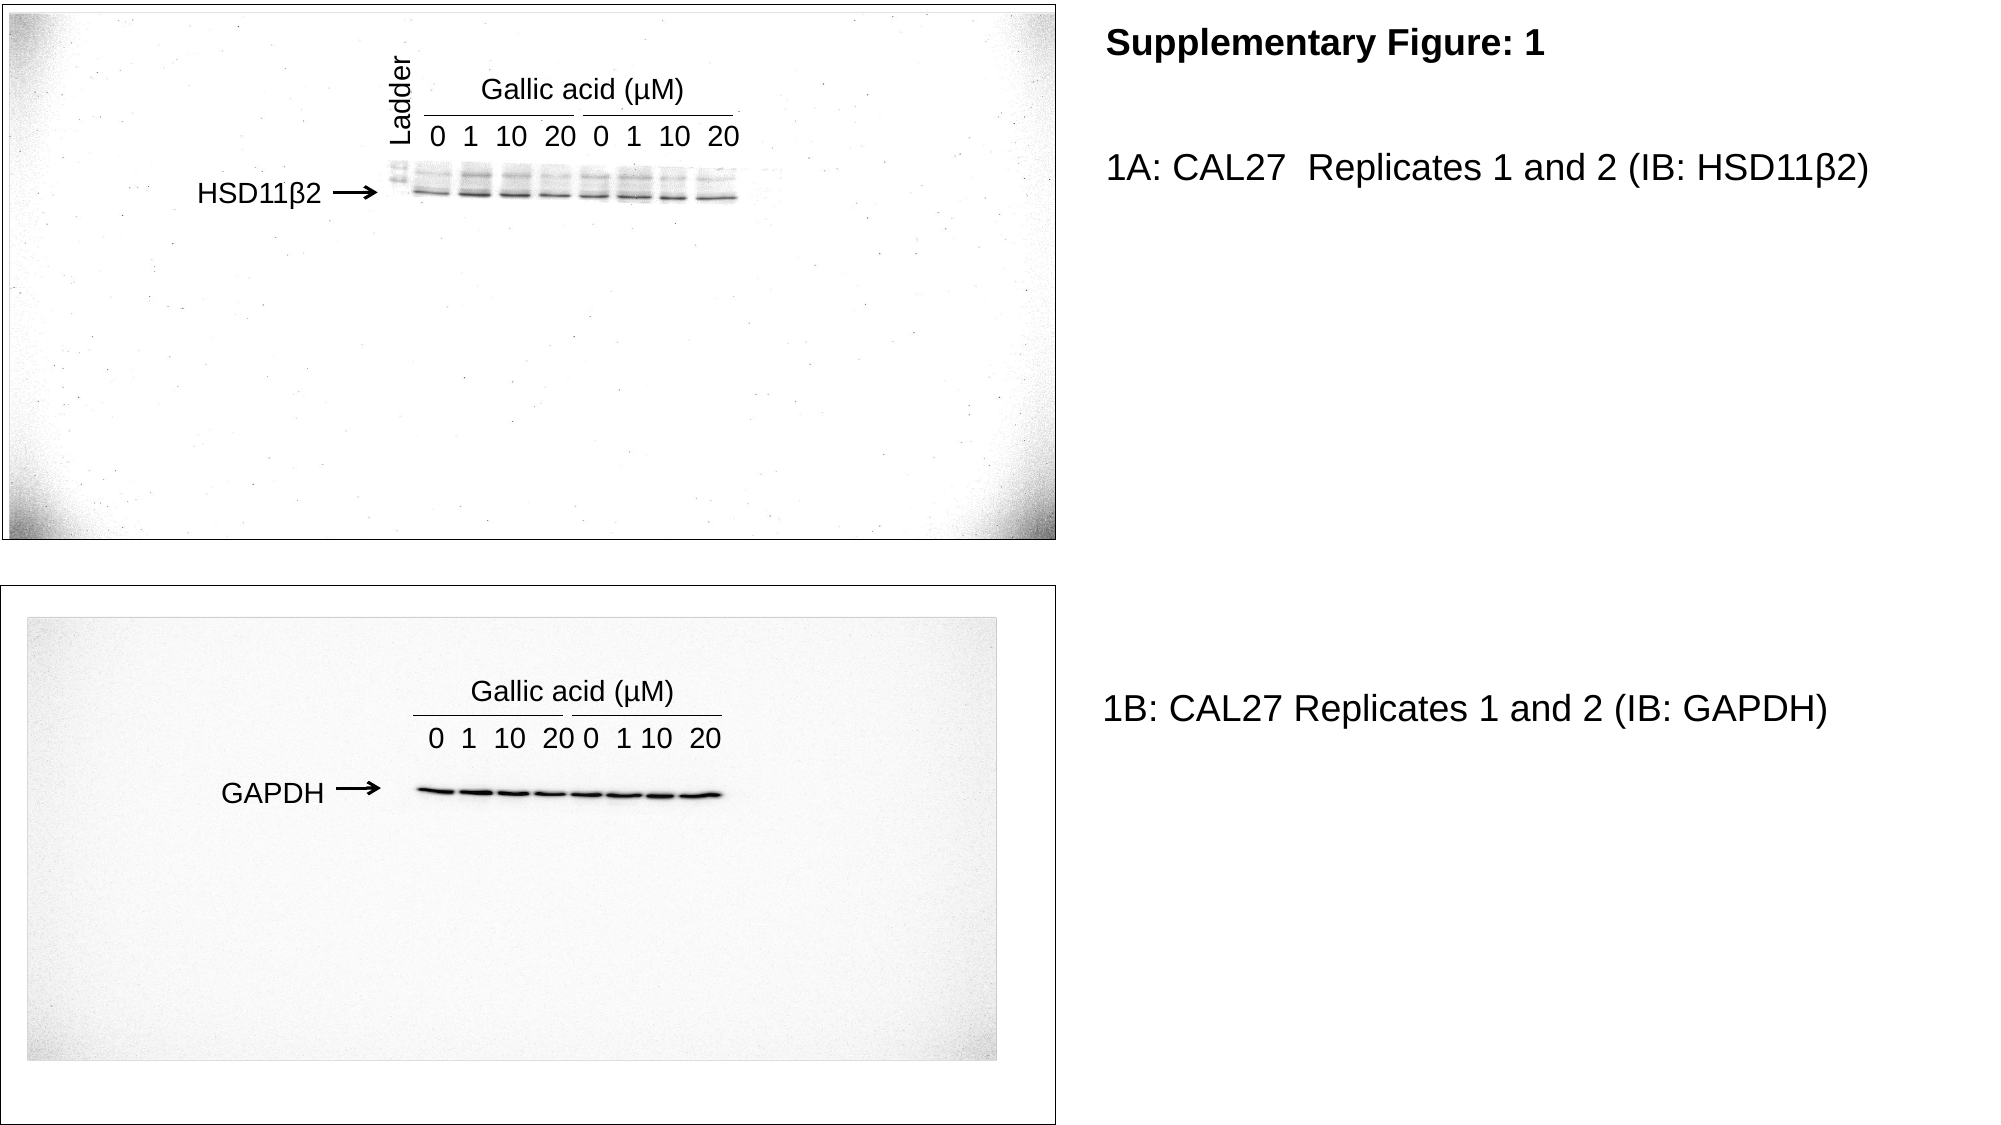

Supplementary Figure: 1
Gallic acid (µM)
0 1 10 20 0 1 10 20
HSD11β2
Ladder
1A: CAL27 Replicates 1 and 2 (IB: HSD11β2)
Gallic acid (µM)
0 1 10 20 0 1 10 20
1B: CAL27 Replicates 1 and 2 (IB: GAPDH)
GAPDH

## Slide 2
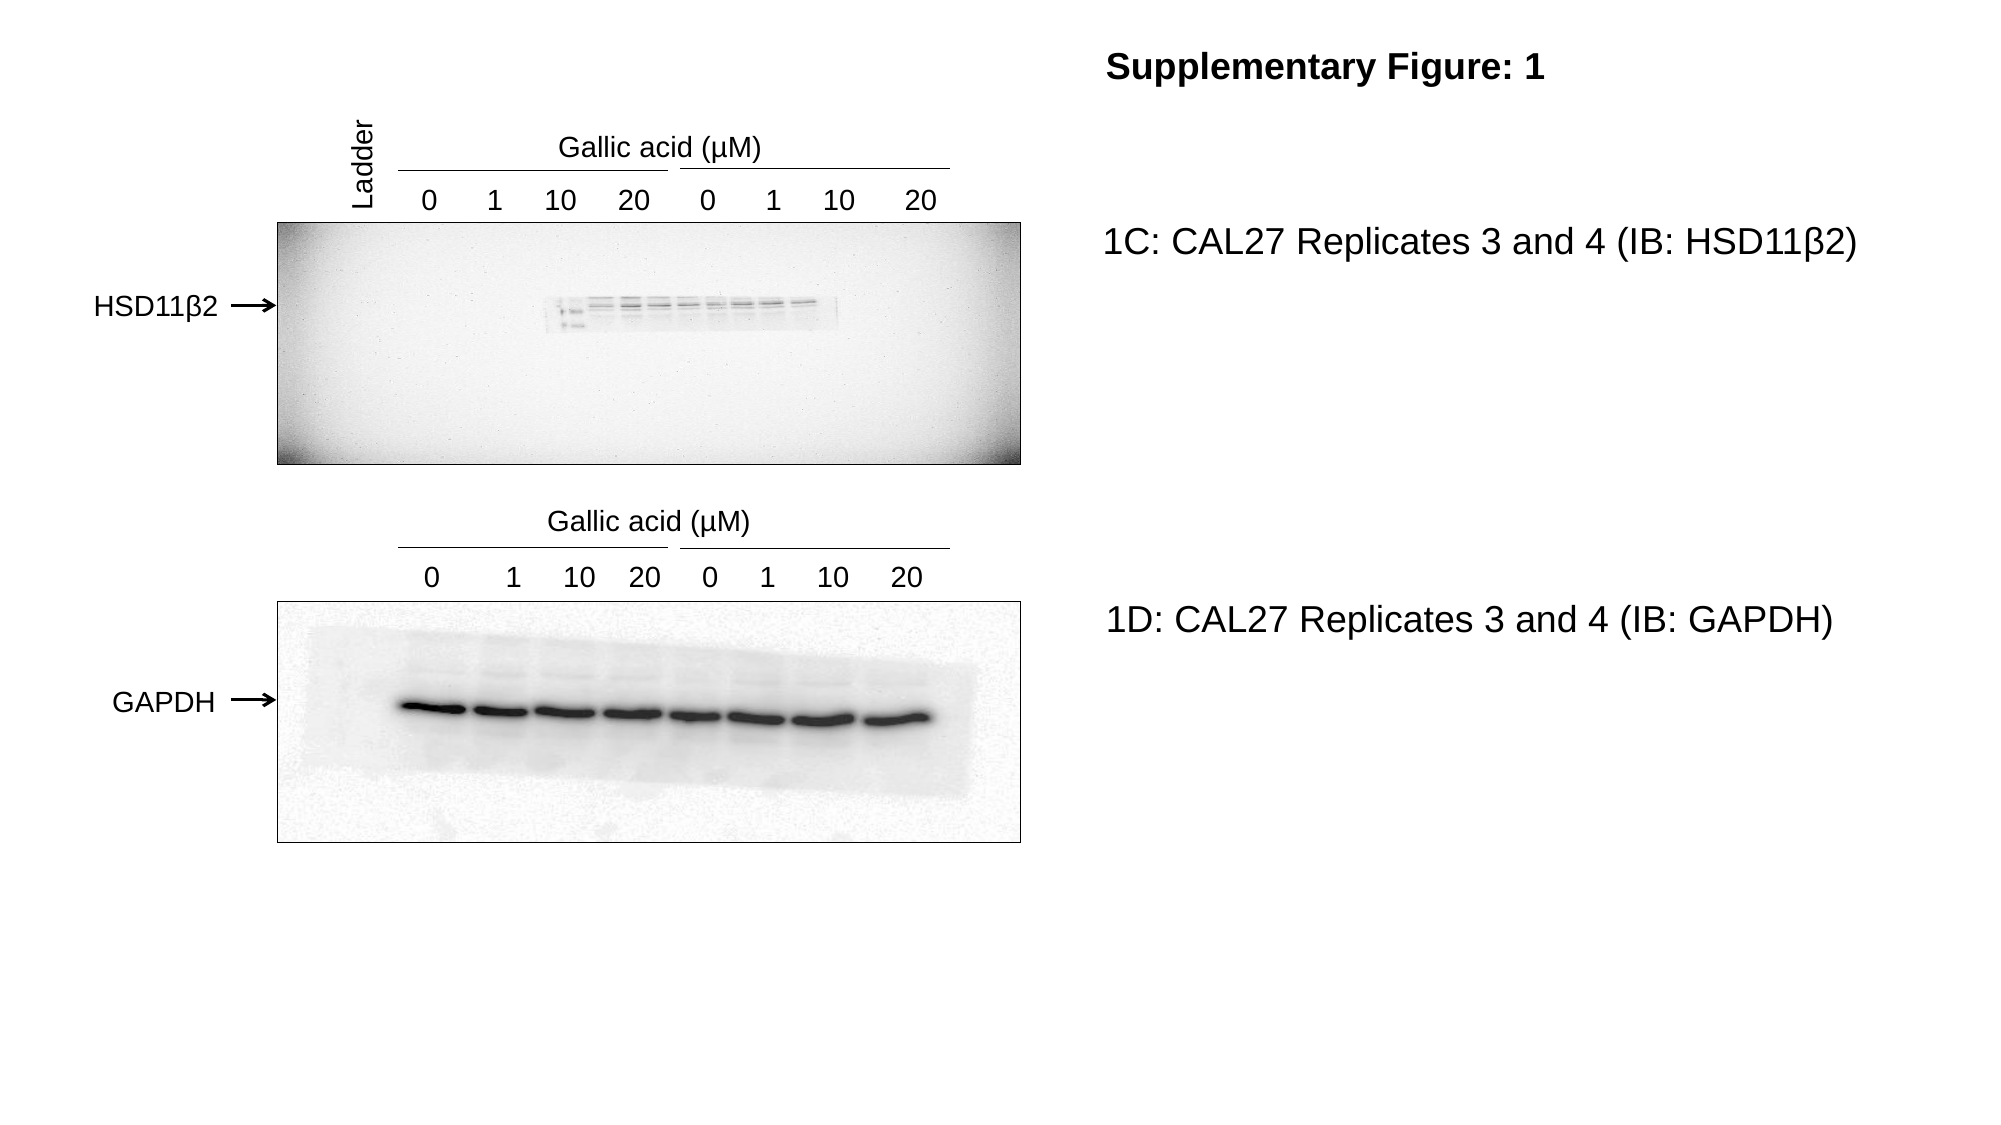

Supplementary Figure: 1
Gallic acid (µM)
 0 1 10 20 0 1 10 20
HSD11β2
Ladder
1C: CAL27 Replicates 3 and 4 (IB: HSD11β2)
Gallic acid (µM)
 0 1 10 20 0 1 10 20
GAPDH
1D: CAL27 Replicates 3 and 4 (IB: GAPDH)

## Slide 3
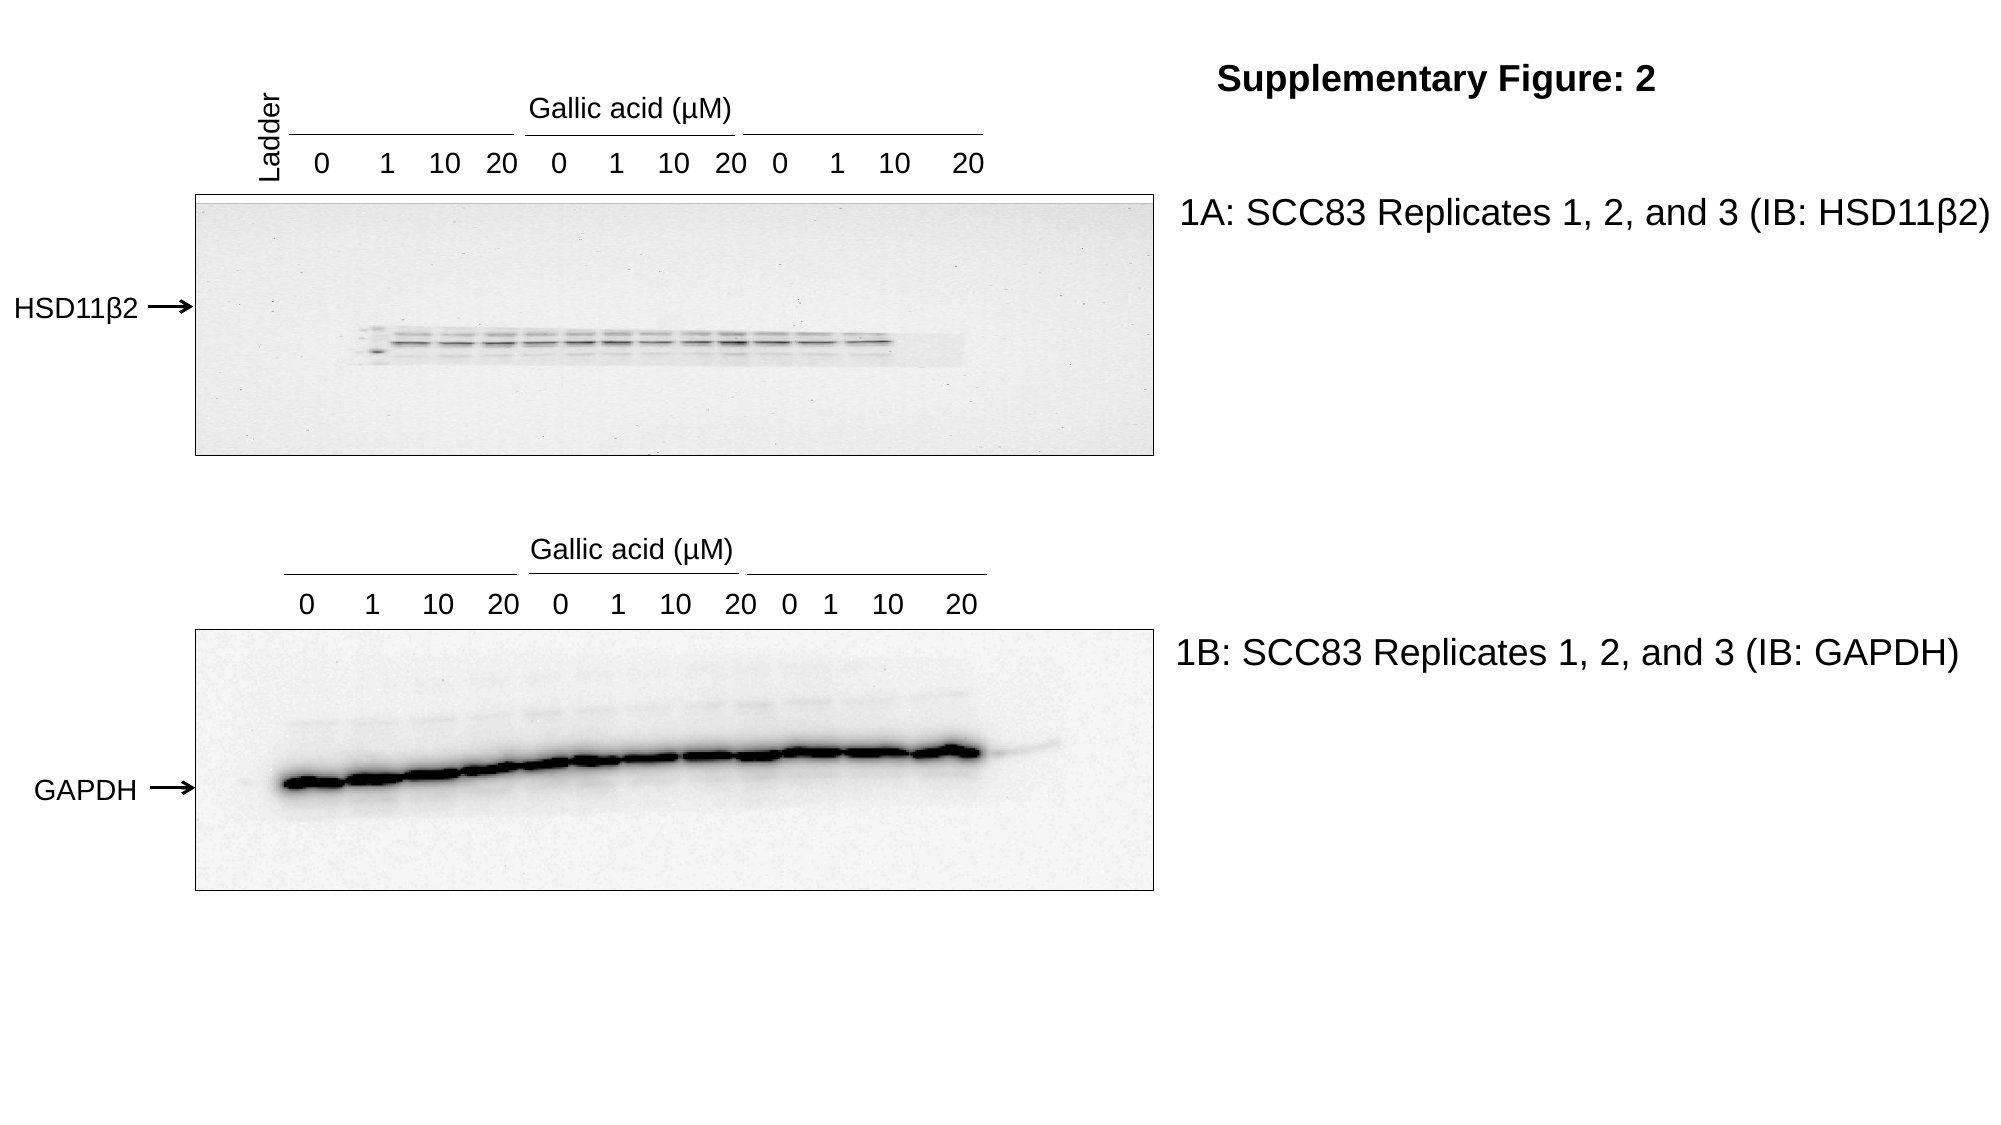

Supplementary Figure: 2
Gallic acid (µM)
 0 1 10 20 0 1 10 20 0 1 10 20
HSD11β2
Ladder
1A: SCC83 Replicates 1, 2, and 3 (IB: HSD11β2)
Gallic acid (µM)
0 1 10 20 0 1 10 20 0 1 10 20
GAPDH
1B: SCC83 Replicates 1, 2, and 3 (IB: GAPDH)

## Slide 4
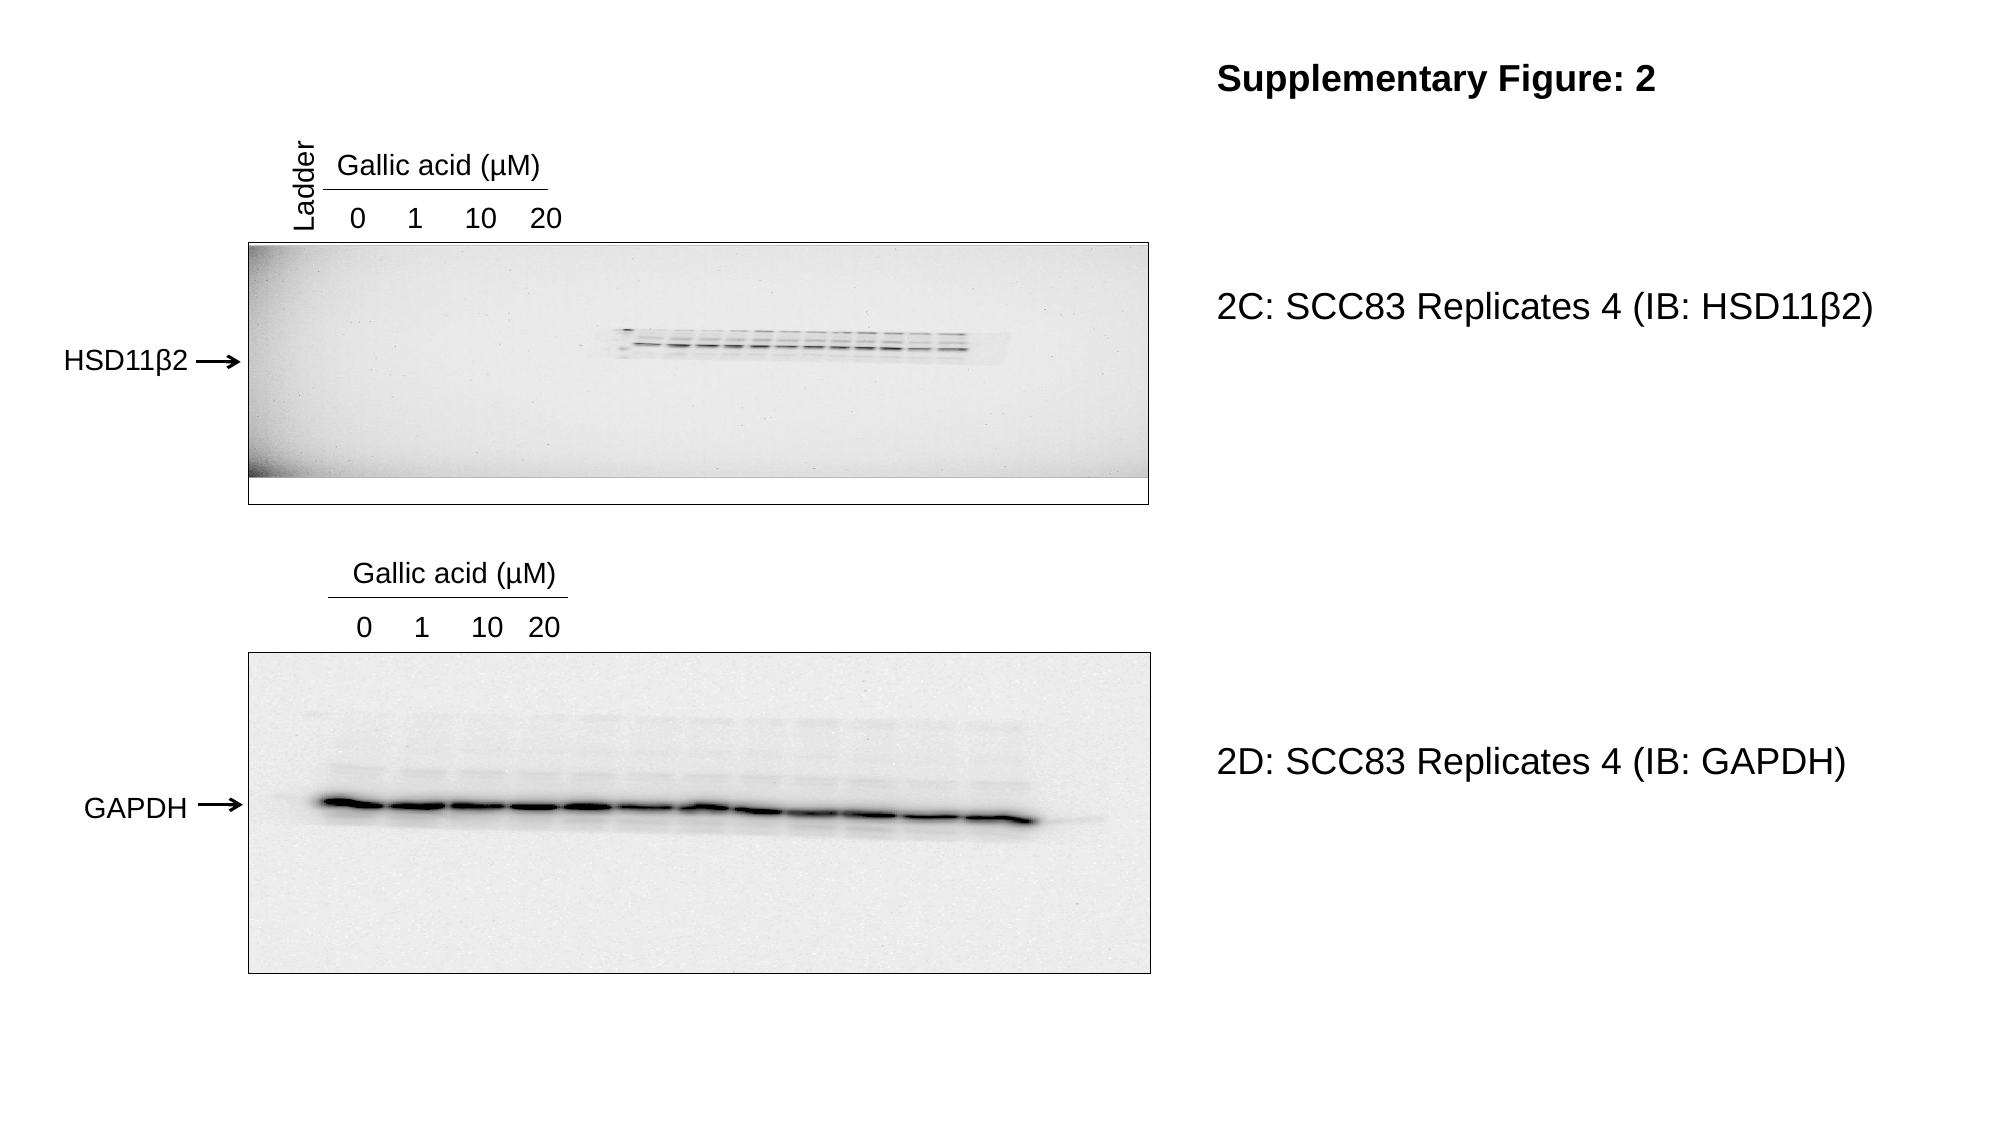

Supplementary Figure: 2
Gallic acid (µM)
 0 1 10 20
HSD11β2
Ladder
2C: SCC83 Replicates 4 (IB: HSD11β2)
Gallic acid (µM)
 0 1 10 20
GAPDH
2D: SCC83 Replicates 4 (IB: GAPDH)

How the deposited data were processed for this re-analysis (not part of the article)

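Tongue tissue of vehicle-treated and GA-treated 4NQO mice was profiled by bulk RNA-seq, with 6 libraries per group, each taken as 1 mouse. Libraries were assigned to groups and replicate numbers by their deposited labels and the methods of the paper. The authors checked reads with FastQC, aligned them to mm10 with HISAT2, counted uniquely mapped reads with featureCounts and tested genes with edgeR. The authors deposited FPKM values, 1 value per gene and library, on 55463 rows. The read counts behind them and the edgeR results were not used here. Of the rows, 22965 (41.4%) carry no gene name and were left out. They held 16.2% to 25.5% of the FPKM sum of a library, while named rows held 93.7% to 95.8% of its reads. Of the 32498 named rows, 23072 were above 0 in at least 1 library, and 46 symbols stand on several rows, which were kept apart.

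Rows were matched to GENCODE mouse release M21 (GRCm38, the same assembly as mm10) for coordinates and exon lengths, and 54381 rows found a match. Low FPKM values were then expressed in whole reads, with a tolerance of 0.02 reads. This gave library totals of 18040171 to 25192493 reads. Between 98.5% and 98.9% of the values worth 1 to 8 reads came out whole. A gene at 0.1 FPKM rests on few reads at this depth, as the reads given for Carmil2 and Cd27 show.

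Analyses used R 4.3.3 with limma 3.58.1, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

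Libraries were scaled by an unweighted trimmed mean of M values (30% of M and 5% of A trimmed on each side), and log2(FPKM + 0.1) of genes with a mean of at least 0.1 FPKM was fitted with limma (lmFit and eBayes with a trend). Calls used a Benjamini-Hochberg adjusted p below 0.1 and an absolute log2 fold change of at least 0.58. Single genes and list scores were also compared by an exact two-sided permutation test over the 924 assignments of 6 of 12 libraries, whose smallest p is 0.00216. Separation was measured by the pseudo-F of Euclidean distances over the 462 splits. The text names every gene that the paper names from RNA-seq, genes of the proteins and cells it measured otherwise, 3 genes of glucocorticoid handling, 5 genes that differ by sex, and the 5 genes with the smallest p in each direction with a mean of at least 1 FPKM. The 17 marker lists (T cell, cytotoxic lymphocyte, B and plasma cell, myeloid cell, neutrophil, skeletal muscle, oral epithelium, fibroblast and matrix, proliferation, immediate early, glucocorticoid induced, hypoxia, NRF2 oxidative stress, 2 clock phases, interferon response and oxidative metabolism) were written from general knowledge, since Gene Ontology was not used here. They were tested with camera, adjusted over the lists. These choices and most alternatives were set before the data were examined. The alternatives were other pseudocounts, filters, scalings, limma options, a muscle covariate, a replicate block, thresholds and leaving out each library. The sex, gland and neutrophil terms and limma-voom on the recovered reads were chosen after the data were seen, as was a list of gland and taste bud genes.

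The fit was tested on simulated values for 16852 genes with the observed means and spreads and 200 genes changed. For GA against vehicle it called 131 of 200 genes changed by a log2 fold change of 1, 189 changed by 2 and 195 changed by 3, with 4, 16 and 26 unchanged genes called. The changed genes had a mean of at least 1 FPKM, and the noise was normal and independent between genes. The simulation therefore does not cover lower genes, smaller changes or libraries that stand apart in many genes. Libraries of a group had Spearman correlations of 0.889 to 0.971, so none was a copy of another. Cell-based assays, immunohistochemistry, ELISA, Western blots and flow cytometry of the paper were not analysed here.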

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

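The tests of sex and gland tissue given here were chosen after the data were seen, apart from the comparison of Xist and Y-linked genes between the groups. A library was singled out when its gap to the nearest of its group of 6 divided by the range of the group passed Dixon's 95% critical value for 6 samples. This occurred in 13 of 154 groups of values tested (8.44%), where chance gives about 1 in 20, and the groups of values are not independent because they come from the same libraries.

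GA library 1 stood apart from the other GA libraries in Xist (ratio 0.860, lowest) and in Ddx3y, Eif2s3y, Kdm5d and Uty (ratio 1 each, highest). It is the single GA library with reads on Y-linked genes, 3977 in all, beside 4 vehicle libraries. Whether a label was swapped was not tested. The numbers of such libraries did not differ between the groups beyond chance (Fisher's exact p = 0.242). Whether unequal numbers of female and male mice bear on called genes cannot be told apart, because 0 genes were called, with 367 at an unadjusted p below 0.05. For the 18 tested genes the paper names, the fold change with the sex term was a median of 1.14 times that without, and 18 of 18 kept their sign (17 of 18 among the 7 libraries without Y-linked reads, where Cd27 was at -0.21), which argues against sex as the whole source of those changes. The absolute change was smaller for 7 of the 18 with the sex term. Among the libraries without Y-linked reads it was smaller for 8, with Dusp1 at -0.28 against -0.82 over all libraries. The limit for the median ratio was set after its value was seen, and the sex of the mice stays an open biological difference.

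GA library 2 stood apart in Lipf (ratio 0.855), the list of salivary and von Ebner gland genes (0.952), the first principal component (0.667), Hsd11b1 (0.779), the neutrophil list (0.695) and the glucocorticoid-induced list (0.656), as the highest of the GA group each time. Of the gland genes other than Lipf and Sbpl, 10 of the 11 found were higher in each of GA library 2 and vehicle libraries 3 and 5 than in any of the other 9 libraries, with Smr3a as the exception. The lowest value of Amy1 among the 3 libraries was 773 FPKM and its highest among the other 9 was 3.57, and for Ltf these were 76.2 and 0.316 FPKM. This may reflect gland tissue at the back of the tongue in those 3 pieces. Taste bud genes separated the 3 libraries for 2 of 6. Gland tissue leaves the neutrophil score unexplained, since vehicle library 3 had a score of 0.933 against 4.74 in vehicle library 5 and 3.07 in GA library 2. How the pieces were taken was not tested, and no explanation other than gland tissue was tested for these values.

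GA library 6 stood apart in the hypoxia list (ratio 0.697) and the second principal component (0.642), as the highest of the GA group. Its depth of 25192493 reads was the largest of the 12, and its scaling factor of 1.04 lay within the range of the others. No explanation was tested for these 2 values.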

How the results depend on the processing

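Of the alternatives, limma-voom on the recovered reads and the sex, gland and neutrophil terms were chosen after the data were seen. The count of called genes was 0 under each alternative of scaling, filter, pseudocount, limma option and covariate, at an adjusted p below 0.05 and with no fold change limit. It was 335 with unadjusted p-values below 0.1 and from 0 to 1 across the 12 fits that each left out 1 library. The 1 call, without vehicle library 4, was Gm25290, a gene with 2 to 5 reads in the other vehicle libraries and 0 in the GA libraries. At an unadjusted p below 0.05 there were 367 genes, from 225 with a mean of at least 1 FPKM to 1012 with array quality weights. The count at the unadjusted limits was 77 with a pseudocount of 1, 107 with a mean of at least 1 FPKM, 648 with the sex term and 759 with array quality weights, and from 304 to 867 with 1 library left out (794 without vehicle library 3, 561 without GA library 2, 867 without GA library 6). The lowest adjusted p of any gene was 0.284, with array quality weights, apart from that of Gm25290 without vehicle library 4 (4.31e-05). Of the genes the paper names, 0 were called under each of these settings except the unadjusted limits, which 13 passed, and 9 had an unadjusted p below 0.05. No scaling moved the median of all genes by more than 0.1.

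Separation of the groups kept an exact permutation p above 0.05 under each alternative, from 0.390 to 0.968 across the fits that left out 1 library and from 0.686 to 0.827 under the others. Clustering on the top 100 genes left 0 libraries out of place with each linkage. Marker lists past an adjusted p of 0.05 numbered 9, from 7 to 12 across the fits that left out 1 library, 5 with the neutrophil term, 0 with fry and 0 with camera's estimated correlation. The drop with fry and with estimated correlation follows from their construction, since both allow for the correlation between genes of a list, while for the neutrophil term the cause was not tested. With a mean of at least 1 FPKM, no gene of the B and plasma cell list was left to test.

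The replicate numbers did not pair the libraries. Deviations of same-numbered libraries correlated between -0.372 and 0.0796. With a replicate block, 0 genes were called, 229 had an unadjusted p below 0.05, and 11 lists had an adjusted p below 0.05.

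The 19 genes that the paper names kept their sign under each of these alternatives that gave a value, while among the 7 libraries without Y-linked reads Cd27 was at -0.21. Genes with a fold change near 0 changed sign under some of them. Il10 reached 0.034 with the gland term and 0.26 with the neutrophil term, and from -0.26 to 0.18 with 1 library left out. Gzmb reached 0.25 with a pseudocount of 0.01, 0.051 with voom, 0.023 with the gland term and 0.45 with the neutrophil term, and from -0.58 to 0.18 with 1 library left out. Ctla4 reached -0.067 with array weights and -0.031 with the sex term (-0.082 to 0.27). Tigit reached 0.62 with a pseudocount of 0.01, 0.032 with TPM scaling and 0.12 with the neutrophil term (-0.56 to 0.25). Cd274 reached -0.21 with array weights and -0.0080 with the muscle covariate (-0.19 to 0.26). Cd4 reached 0.037 with a pseudocount of 0.01, 0.0014 with all genes above 0 and 0.0087 with voom (-0.20 to 0.23). Cd8a reached -0.22 with array weights and -0.039 with the muscle covariate (-0.19 to 0.27). Hsd11b1 reached -0.29 with array weights, -0.16 with the muscle covariate and -0.43 with the sex term (-0.57 to 0.55), and Nr3c1 -0.038 with the muscle covariate (-0.045 to 0.18). With the sex term, Eif2s3y was at 0.045 and Kdm5d at 0.0025, which the term removes by construction, and for the other genes the cause was not tested.

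Some lists changed direction, of which the neutrophil list alone had a call. The adjusted p of the T cell list was then 0.785 with a mean of at least 1 FPKM and 0.636 with array weights (0.0487 to 0.983 with 1 library left out). It was 0.473 for B and plasma cells with voom, and 0.586 with the gland term and 0.151 with the neutrophil term for myeloid cells (0.00789 to 0.947). The neutrophil term, which removes that list by construction, gave 0.845 for neutrophils, 0.677 for fibroblasts, 0.689 for hypoxia (0.0267 to 0.991) and 0.845 for the interferon response (0.00211 to 0.914), for which the gland term gave 0.801. Other list results changed as well, 42 past the threshold in the same direction and 38 no longer past it, and the cause was not tested. Depth limits Il2 and Ifng, which lay below the filter, and Carmil2, Cd27 and Hsd11b2, which rest on few reads. Rhoh also lay below the filter, but with 2 to 25 reads per vehicle library and 16 to 54 per GA library. Its exon length of 10341 bases lowers its FPKM for a given number of reads.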

Differences from the paper's values

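For Carmil2, the log2 fold change was 0.44 here, against about 0.7 for the paper's in Fig. 3C, read by eye. Of the alternatives set before the data were examined, a pseudocount of 0.01 (0.73), TPM scaling (0.58) and leaving out vehicle library 2 (0.50), vehicle library 5 (0.50), GA library 4 (0.49) or GA library 5 (0.50) came within the replicate SD of the paper's value, and the others did not. Limma-voom on the recovered reads (0.76), the gland term (0.48) and the neutrophil term (0.52), all chosen after seeing the values, also did. For Rhoh, the mean difference was 0.43, against about 1.0 for the paper's in Fig. 3C, read by eye. A pseudocount of 0.01 (0.93) and TPM scaling (0.63) came within the SD, no other alternative set before the data were examined did, and limma-voom (1.03), chosen after seeing the values, did. The other 12 genes read from Fig. 3C and D had values within the replicate SD of the paper's.

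The paper reports genes past its adjusted threshold with the fold change limit, while 0 genes were called here (367 at an unadjusted p below 0.05), and its named genes had adjusted p-values of 0.9995. The dashed line of the volcano plot in Fig. 3B stands at 1 on an axis labelled as −log10 of P. With an unadjusted p below 0.1 and the fold change limit, 13 of the 18 tested genes were called, namely Cd209d, Gzmm, Fos, Dusp1, Hmox1, Hif1a, Areg, Ptgs1, Pappa, Ccdc88b, Per2, Per3 and Ppargc1a. Under these unadjusted limits Carmil2 was also called with a pseudocount of 0.01 or limma-voom, and Rhoh with limma-voom. Cd27 was called without vehicle library 6, GA library 2 or GA library 4. Adam8 was called with array quality weights, the sex term, or without vehicle library 1 or 3 or GA library 2 or 6. Has2 was called with array quality weights, the muscle covariate, the sex term, or without vehicle library 1 or GA library 2. Limma-voom and the sex term were chosen after seeing the values. Jak2 stayed below the fold change limit under each setting.

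The paper describes distinct profiles between the groups. Over all tested genes the exact permutation p of the separation was 0.742.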

Other observations

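Of the tests in this part, those of chance for the unadjusted limits, the lists and the clustering, and those of neutrophils and the length term, were chosen after the result was seen. Those of time of day, T cells, the immediate early response, muscle and the count of called genes were not, although the exact statistics used for the first 3 were chosen after the list results were seen.

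Each of the 100 splits drawn at random gave at least the 0 genes called at the adjusted threshold, which a count of 0 fixes in advance, and the largest count was 250. At the unadjusted limits, 84 of the 100 splits gave at least as many genes as the 335 of GA against vehicle (median 616.5). With camera, 25 of the 100 gave at least 9 lists. Clustering on their own 100 genes separated 95 of the 100 without a library out of place. Results of this size are therefore consistent with a random division of these libraries.

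Tongue Hsd11b2 was near the limit of detection, with 2 to 13 reads per vehicle library and 0 to 18 per GA library, and a log2 fold change of -0.43 (standard error 0.45, adjusted p = 0.9995 in limma, exact permutation p = 0.355). The Hsd11b2 value ranged from -0.71 to -0.27 with 1 library left out and from -1.60 to -0.054 under the other settings. GA libraries 2, 3 and 5 had 0 Hsd11b2 reads, and GA library 6 had 18. The paper measured HSD11β2 mRNA and protein in CAL27 and SCC83 cells, where it reports a rise with GA dose. It also measured the protein by immunohistochemistry in tumors, lymph nodes and spleens. These bulk values address none of those measurements. Hsd11b1, Nr3c1 and Nr3c2 had log2 fold changes of 0.10, 0.042 and 0.24. That of Nr3c2 ranged from 0.0057 to 0.47 with 1 library left out. Mki67 fell by 0.33 on the log2 scale (exact permutation p = 0.171), and 20 of 20 genes of the proliferation list were lower (camera adjusted p = 7.47e-06, exact permutation p of the score 0.227). The oral epithelium list was lower (median log2 fold change -0.30, camera adjusted p = 0.000794) and so was the fibroblast and matrix list (-0.25, 0.0553). The adjusted p of the oral epithelium list was 0.0796 without vehicle library 1, and that of the fibroblast and matrix list ranged from 0.00123 (without GA library 1) to 0.919 (without vehicle library 5) with 1 library left out. Among genes of proteins that the paper measured in lymph nodes or spleen, Pdcd1 had a log2 fold change of -0.56 in tongue, below the vehicle median in 6 of 6 GA libraries (exact permutation p = 0.0584). Those of Il10, Gzmb, Ctla4, Lag3, Tigit, Cd274, Cd4, Cd8a and Cd3e lay between -0.30 and 0.39. Il2 and Ifng had at most 2 and 4 reads in a library.

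Higher Per2 and Per3 might come from a difference in the time of day of collection, which would move genes of the Bmal1 phase the other way. Both phases moved in those directions, but the difference between their scores (0.606, against an SD of 0.613 with vehicle and 0.916 with GA) had an exact permutation p of 0.216. GA library 4 had the highest difference, 0.941. Time of collection and an effect of GA on the clock cannot be told apart, because the spread within groups was as large as the difference and the paper's text gives no collection time.

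Higher Cd27, Rhoh and Gzmm could come from a larger share of T cells. The other 17 genes of the T cell list had a mean difference of 0.024, with 10 higher and 7 lower, and the exact permutation p against a rise as large as the mean of the 3 genes (0.70) was 0.0108. This does not exclude the explanation, because 15 of the 17 genes averaged below 1 FPKM, where the log2 scale understates change, and the 0.70 comes from genes picked for their rise. The 2 most abundant, Tcf7 and Cd5, had means of 4.70 and 3.94 scaled FPKM with vehicle and 4.47 and 3.97 with GA. Cd3e, Cd4 and Cd8a were far lower, at 0.170, 0.394 and 0.144 with vehicle and 0.233, 0.340 and 0.148 with GA. Whether the reads of Tcf7 and Cd5 come from T cells was not tested, so their means do not measure the share of T cells. A larger share of T cells and a change within the cells cannot be told apart.

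Lower Fos and Dusp1 might reflect handling of the tissue, which would lower immediate early genes as a set. Without these 2 genes, 16 of 18 genes of the list were lower, with a score difference of -0.246 (exact permutation p = 0.273). Handling and GA cannot be told apart, because the score varied within groups by more than it differed between them.

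The lower stress and remodeling genes may in part follow neutrophils in the tissue pieces. The neutrophil score was 3.84 and 4.74 in vehicle libraries 4 and 5 and 3.07 in GA library 2, and at most 0.933 in the other 9. Fos was at 34.2, 22.1 and 16.8 scaled FPKM in these 3 libraries, and at 17.0 in vehicle library 2, whose neutrophil score was 0.812. S100a9, the most abundant gene of the list, had means of 1066 and 757 scaled FPKM with vehicle and GA. With the neutrophil list as a covariate, the log2 fold changes of the 11 genes were a median of 0.727 times those without it, with 11 of 11 smaller and 11 of 11 of the same sign. None of the 11 genes is in the list. Adam8 and Has2 went to -0.25 and -0.37, and Ptgs1 was at -0.59 with and without the covariate. Fewer neutrophils as an effect of GA and a chance difference in inflamed tissue between the groups cannot be told apart, because 3 libraries hold the highest scores.

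The skeletal muscle list was higher with GA (median log2 fold change 0.47, camera adjusted p = 0.00548), but its score differed by 0.263 against an SD of 1.07 with vehicle and 0.741 with GA (exact permutation p = 0.623). Acta1, its most abundant gene, had means of 1591 and 1756 scaled FPKM. The camera call was lost without vehicle library 1 (adjusted p = 0.577), vehicle library 4, GA library 1 or GA library 2. With 0 called genes (367 at an unadjusted p below 0.05), whether muscle in the pieces bears on the calls cannot be told apart from other sources. Only 7 genes had an adjusted p below 0.1 for the presence of Y-linked reads, namely Ddx3y, Eif2s3y, Xist, Uty, Kdm5d, Gm26419 and Eif2s3x, of which the last 2 were named after their values were seen.

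The gene length behind the FPKM values was shortened through a length term of 18.0 to 25.2 bases, different in each library. The shortening itself was a base less than this term. In each library the term equalled the library total divided by 1000000 to within 0.000746 bases. This is consistent with that number having been entered where the mean fragment length belongs. Other sources of the match were not tested. The shortening affects short genes most, and the length term was larger with GA (median 23.7 bases) than with vehicle (median 21.1 bases). Limma-voom on the recovered reads, which do not carry the shortening, was chosen after the data were seen and called 0 genes (297 at an unadjusted p below 0.05).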
